# Gene-specific mechanisms direct glucocorticoid-receptor-driven repression of inflammatory response genes in macrophages

**DOI:** 10.7554/eLife.34864

**Published:** 2018-02-09

**Authors:** Maria A Sacta, Bowranigan Tharmalingam, Maddalena Coppo, David A Rollins, Dinesh K Deochand, Bradley Benjamin, Li Yu, Bin Zhang, Xiaoyu Hu, Rong Li, Yurii Chinenov, Inez Rogatsky

**Keywords:** inflammation, macrophages, glucocorticoid receptor, transcriptional repression, transcription initiation and elongation, RNA Polymerase 2, Mouse

## Abstract

The glucocorticoid receptor (GR) potently represses macrophage-elicited inflammation, however, the underlying mechanisms remain obscure. Our genome-wide analysis in mouse macrophages reveals that pro-inflammatory paused genes, activated via global negative elongation factor (NELF) dissociation and RNA Polymerase (Pol)2 release from early elongation arrest, and non-paused genes, induced by de novo Pol2 recruitment, are equally susceptible to acute glucocorticoid repression. Moreover, in both cases the dominant mechanism involves rapid GR tethering to p65 at NF-kB-binding sites. Yet, specifically at paused genes, GR activation triggers widespread promoter accumulation of NELF, with myeloid cell-specific NELF deletion conferring glucocorticoid resistance. Conversely, at non-paused genes, GR attenuates the recruitment of p300 and histone acetylation, leading to a failure to assemble BRD4 and Mediator at promoters and enhancers, ultimately blocking Pol2 initiation. Thus, GR displays no preference for a specific pro-inflammatory gene class; however, it effects repression by targeting distinct temporal events and components of transcriptional machinery.

## eLife digest

Inflammation is one of the body’s responses to fight infection and heal tissue damage. The response is controlled by hundreds of genes, which fall into two classes. In the first class, an injury or infection triggers the enzyme RNA Polymerase to bind to and transcribe the gene into long RNA strands, which are then translated into the proteins that play a role in the inflammation response. The second class has a more quick-fire response. RNA Polymerase binds to these genes even without an injury or infection to serve as a trigger. But most of the time the enzyme only transcribes the beginning of these genes. This is because it is inhibited by a so-called negative elongation factor, which acts like a brake. For this second class of genes, an infection or injury triggers the release of the negative elongation factor from the enzyme, and allows RNA Polymerase to transcribe the full RNA strand.

In excess, inflammation can be dangerous. The body’s way of limiting or controlling inflammation is via steroid hormones called glucocorticoids. These bind to the glucocorticoid receptor, which acts to switch off the inflammatory genes. But exactly how the receptor does this has not been fully understood.

Sacta et al. investigated how the glucocorticoid receptor turns off these gene complexes. Experiments looking at white blood cells in mice found that the receptor can switch off both groups of inflammatory genes, but by a different mechanism for each class. Sacta et al. discovered that in the first gene class, the receptor blocks proteins that open up the DNA for RNA Polymerase, so it could not bind to the gene. In the second class, the receptor stops the release of the brake-like negative elongation factor from RNA Polymerase. As a result, the enzyme stalls at the beginning of the gene and fails to make a full-length transcript required to make the necessary protein.

Glucocorticoids are often used as drugs to treat chronic inflammation, but they can have debilitating side effects. Understanding how the glucocorticoid receptor switches off inflammatory genes could help to design drugs with fewer side effects to treat chronic inflammation, and diseases caused by specific inflammatory genes.

## Introduction

Inflammation is an innate immune response to tissue injury or infection. It relies on macrophages, which recognize pathogen-associated molecular patterns and other ‘danger’ signals via their toll-like receptors (TLRs) (Glass and Saijo, 2010). This initiates a signaling cascade that leads to the activation and DNA binding of the effector transcription factors NF-kB and AP1 (O'Neill et al., 2013) which recruit coregulators, and, ultimately, the basal transcription machinery that together alter the chromatin state in the vicinity of many pro-inflammatory genes and enable their transcription (Smale and Natoli, 2014; Glass and Natoli, 2015). Acute transcriptional activation of pro-inflammatory genes is, therefore, critical for overriding the homeostatic set-point and producing a robust immune response that helps to resolve infection or tissue injury (Kotas and Medzhitov, 2015).

Although the magnitude and dynamics of inflammation is affected at multiple levels, the temporal coordination of cytokine gene transcription by RNA Polymerase (Pol) 2 is a key mechanism that defines acute inflammatory response. The Pol 2 transcription cycle has been divided into three phases: initiation, elongation and termination. Initiation involves the recruitment of Pol 2 to the promoter, histone modifications and changes in histone occupancy. In addition, the C-terminal domain (CTD) of Pol 2, which contains multiple heptad repeats (YS2PTS5PS), is phosphorylated at S5, and Pol 2 synthesizes short (20–60 nt) RNA transcripts. During the elongation step, Pol 2 is further phosphorylated at S2 by the cyclin T1/CDK9 positive transcription elongation factor (P-TEFb) and synthesizes the full length RNA transcript, which is followed by the termination step and RNA transcript dissociation from the DNA (Nechaev and Adelman, 2011).

Although Pol 2 recruitment and initiation has been historically considered the rate-limiting step in signal-dependent transcription, numerous recent studies revealed that transcriptionally engaged Pol 2 often remains paused near promoters in the absence of activating signal and that entry into productive elongation is rate-limiting for activation of up to 40% of inducible genes (Core et al., 2012). The paused Pol 2 is in a complex with the 4-subunit negative elongation factor (NELF); NELF phosphorylation by P-TEFb leads to its release and Pol 2 entry into productive elongation (Chiba et al., 2010; Nechaev and Adelman, 2011). A subset of cytokine genes in macrophages is controlled at the level of Pol 2 pausing. Indeed, while for genes such as Il1a and Il1b, signal-dependent Pol 2 recruitment to their transcription start sites (TSS) and transcription initiation are rate-limiting, other genes, exemplified by Tnf, are occupied by Pol 2 even under resting conditions (Adelman et al., 2009; Hargreaves et al., 2009; Gupte et al., 2013). At Tnf, Pol 2 is S5-phosphorylated, bound by NELF and paused ~50 bp downstream of the TSS. Pause release following S2 and NELF phosphorylation by P-TEFb occurs in response to inflammatory signal.

Aside from Pol 2 occupancy, the chromatin state plays an integral part in the regulation of transcription (Smale et al., 2014). In particular, histone code ‘writers’ such as acetyltransferases (HATs) GCN5 and p300 have been implicated in modifying H3K9/14 and H4K5/8/12 at inflammatory genes in macrophages following treatment with TLR4 ligands (Hargreaves et al., 2009; Escoubet-Lozach et al., 2011). Both HATs are recruited by the NF-kB subunit p65 to regulatory regions in a stimulus-dependent manner (Hargreaves et al., 2009; Ghisletti et al., 2010). Histone modifications are then bound by ‘readers’ such as BRD4, a protein containing two conserved N-terminal bromodomains (BD1 and BD2), which associates with most active promoters and some active enhancers, and has been proposed to couple the acetylation state at enhancers and promoters with Pol 2 elongation (Lovén et al., 2013; Brown et al., 2014). BRD4 occupancy correlates with acetylation marks at H4K5/8/12, H3K9/27 (Lovén et al., 2013; Kanno et al., 2014; Nagarajan et al., 2014) and with gene activation, whereas chemical inhibition of BRD4 binding abrogates the induction of a subset of genes (Nicodeme et al., 2010). Furthermore, BRD4 has been shown to associate with P-TEFb, affecting Pol 2 CTD phosphorylation, and hence, transcription elongation (Itzen et al., 2014).

These events coalesce ensuring a rapid remodeling of the inflammatory transcriptome, with hundreds of genes undergoing a dramatic upregulation (Escoubet-Lozach et al., 2011; Chinenov et al., 2012; Gupte et al., 2013; Uhlenhaut et al., 2013; Tong et al., 2016). Although essential for host defense, unabated inflammation imposes a threat to the host and can result in tissue damage and autoimmunity. One systemic mechanism that controls acute inflammatory response is a feedback loop whereby inflammatory cytokines trigger the production of steroid hormones known as glucocorticoids (GCs) (reviewed in [Sacta et al., 2016]). Lipophilic GCs diffuse through the cell membrane and bind the intracellular glucocorticoid receptor (GR), a transcription factor (TF), which then translocates to the nucleus and regulates gene expression. The transcriptional outcomes of GR activation are context-specific and are determined by the genomic GC response elements (GRE) to which the receptor binds. GR can bind directly to specific, usually pseudopalindromic, DNA sequences either as a homodimer or complexed with other TFs such as AP1 and STAT3 (Biddie et al., 2011; Langlais et al., 2012). In this context, GR recruits various coregulators such as members of the p160 family, HATs, the Mediator complex and ATP-dependent chromatin remodelers (Weikum et al., 2017b), ultimately leading to the activation of numerous genes including the anti-inflammatory genes, such as *Dusp1* and *Tsc22d3* (GILZ). At other sites, known as ‘tethering’ GREs, GR does not directly bind DNA but interacts with other DNA-bound TFs such as pro-inflammatory AP1 and NF-kB and usually represses their activity (reviewed in [Chinenov et al., 2013]) – a property fundamental to the ability of GCs to dramatically attenuate inflammation. In contrast to GR-mediated activation, the mechanisms of transcriptional repression by GR remain poorly understood. Strikingly, however, in a few cases analyzed, genes activated through Pol 2 recruitment and those induced by signal-dependent Pol 2 pause release were both susceptible to GR-mediated repression (Gupte et al., 2013).

Here, we use a combination of cell-based and genome-wide approaches to elucidate the mechanisms by which GR represses pro-inflammatory genes in primary macrophages challenged acutely with the TLR4 agonist lipopolysaccharide (LPS) and GCs. We present evidence of ‘tethering’ as a prevalent mechanism of repression among p65/GR co-regulated genes. We further demonstrate a widespread yet gene class-specific role of NELF in glucocorticoid-mediated repression of early elongation. Conversely, at other genes, GR precludes the ordered assembly of HATs, Brd4 and the Mediator complex which ultimately blocks Pol 2 recruitment and transcription initiation.

## Results

### Genomic binding of GR and p65 upon inflammatory and anti-inflammatory stimulation

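RNA-seq was performed in BMDM, macrophages grown from mouse bone marrow, of wild type (WT) mice. The cells were left untreated or were treated for 1 hr with 10 ng/ml LPS, a bacterial cell wall component that activates inflammatory genes, without or with 100 nM Dex. Figure 1A of the paper used the libraries of the same WT mice in each of the 3 conditions (n = 2), which Supplementary file 1 lists and which are called mice A and B here. LPS and LPS + Dex libraries of another WT mouse, mouse C, were sequenced as well, and the paper gives no reason for leaving them out of Figure 1A. Values are therefore given first for the 6 libraries of mice A and B and then for all 8 WT libraries. The authors mapped paired reads to mm10, counted unique exon reads per gene, scaled the counts by the weighted trimmed mean method and deposited log2 CPM (scaled counts of each library) for 9614 genes. The deposited log2 values rise from a shared floor of -5.15 in equal steps on the CPM scale. With each step taken as 1 read, 100.0% of the values under 3 CPM came out as whole reads, which gave the depth of each library. The untreated libraries held 25000000 reads (mouse A) and 28800000 reads (mouse B) on these genes. The 3 LPS libraries held 30500000 to 43900000 reads (median 34200000) and the 3 LPS + Dex libraries 29800000 to 41200000 (median 31200000). Differences between conditions were tested on the deposited log2 CPM of all 9614 genes with limma, whose moderated test borrows the spread between replicates across genes, and p-values were adjusted by the Benjamini-Hochberg method (FDR). Libraries of the same mouse deviated together from their group means, with r = 0.91 across genes between the LPS and LPS + Dex libraries of mice A and B and r = 0.45 between their untreated and LPS libraries, so results are also given with the mouse as a replicate block. The untreated library of mouse A stood apart, with r of 0.83 to 0.909 across genes with each of the other 15 libraries of the study, against 0.924 to 0.993 among those 15.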

To understand the mechanisms by which GR elicits its repressive effects, we first assessed by RNA-seq the global transcriptional changes upon acute activation of primary mouse bone-marrow-derived macrophages (BMDM) with LPS or LPS together with a synthetic GC dexamethasone (Dex) for 1 hr. At FDR < 0.1 we found that, compared to vehicle-treated BMDM, 597 genes were induced by LPS >1.5 fold. 

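In the 6 libraries of mice A and B, 139 genes were over 1.5-fold higher in LPS-treated than in untreated BMDM at an FDR under 0.1 in limma's moderated test, and 6 genes were lower by as much. With the replicate block, 167 genes were higher. With all 8 WT libraries, 270 genes were higher and 73 lower, and 138 of the 139 genes were among the 270. The alternative that moved the number most was a single fit of all 16 libraries of the study, WT and NELF-B KO, which gave 578 LPS-induced genes, all 139 included, and 302 lower genes. The 5 genes with the largest increases among those whose groups did not overlap were Ifnb1, Cxcl10, Cxcl1, Il6 and Il1a. Ifnb1 had 0 reads and 1 read in the untreated libraries. Set against a floor of 3 reads, it was at least 377-fold higher with LPS in mice A and B and at least 441-fold higher with all 3 LPS libraries. Cxcl10 rose from -0.38 ± 0.61 to 7.94 ± 0.08 log2 CPM (SD, n = 2), a log2 fold change of 8.31 (standard error 0.32, limma adjusted p = 0.000931). The log2 fold changes of Cxcl1, Il6 and Il1a were 8.04, 7.87 and 7.64 (standard errors 0.26, 0.39 and 0.34), with limma adjusted p-values of 0.000419, 0.00156 and 0.00113. Over all 8 WT libraries the log2 fold changes of Cxcl10, Cxcl1, Il6 and Il1a were 8.48, 8.04, 7.93 and 7.46.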

Of these, the induction of 201 genes was attenuated >1.3 fold by Dex co-treatment (Figure 1A and Supplementary file 1). 

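Of the 139 LPS-induced genes, 76 were over 1.3-fold lower in LPS + Dex than in LPS, and all 76 are in Supplementary file 1. With the replicate block the number was 80, and with all 8 WT libraries it was 103. No FDR was set for the Dex step. At an FDR under 0.1 for that step in limma's moderated test, 0 of the LPS-induced genes were lower with Dex in mice A and B, with or without the replicate block, while 34 were lower at an unadjusted p under 0.05. The spread in these fits also draws on the untreated libraries, of which that of mouse A stood apart. The 0 therefore does not rest on the Dex step alone, and mice A and B were not fitted without their untreated libraries. With all 8 WT libraries, 9 of the 270 genes induced there were lower at that FDR. With the mouse as a block over the 12 LPS and LPS + Dex libraries of both genotypes, a fit chosen after seeing the data, 101 of the 139 genes were lower with Dex in the WT at that FDR. Without the block, the same libraries, none of them untreated, gave 28. Of the 201 genes in Supplementary file 1, 173 are among the 9614 genes analysed here. For the Dex step, 46 of the 173 passed an FDR of 0.1 in the authors' deposited table. Supplementary file 1 gives 48 of its 201 genes an FDR under 0.1 for that step. Because the 201 genes were chosen in the libraries of mice A and B, the values of these mice describe the set and do not test it, while the Dex change of mouse C was not used in Figure 1A. The median log2 change of the 173 genes was 1.88 with LPS and -0.56 with Dex, and 145 of them were over 1.3-fold lower with Dex. The median LPS change was 1.91 in mouse A and 1.57 in mouse B. The median Dex change was -0.52 in mouse A, -0.65 in mouse B and -0.53 in mouse C. All 173 genes were lower with Dex in each of the 3 WT mice. Among the 76 genes, those with the largest decreases were Olr1, Ptgs2, Il1b, Il1a and Lif. Ptgs2 fell from 8.33 ± 0.04 to 6.26 ± 0.07 log2 CPM (SD, n = 2), a log2 fold change of -2.07 (standard error 0.20, limma adjusted p = 0.263). Olr1 varied more, from 4.92 ± 0.87 to 2.80 ± 1.19 log2 CPM (SD, n = 2), with a log2 fold change of -2.11 (standard error 0.77, limma adjusted p = 1.0). With all 8 WT libraries the adjusted p of Ptgs2 was 0.00183 in limma's test and that of Olr1 0.736. The spread of Olr1 was between mice, and its Dex change was -1.89, -2.33 and -1.92 in mice A, B and C. With the replicate block the limma adjusted p of Olr1 was 0.318 in mice A and B, and 7.57e-09 over the 12 LPS and LPS + Dex libraries. From the genes induced by LPS and attenuated by Dex, the paper defined the set of GR-repressed genes that it used in the experiments that followed.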

As expected, GO analysis of acutely GR-repressed genes revealed predominantly those involved in cytokine signaling (Figure 1A).

**Figure 1.**
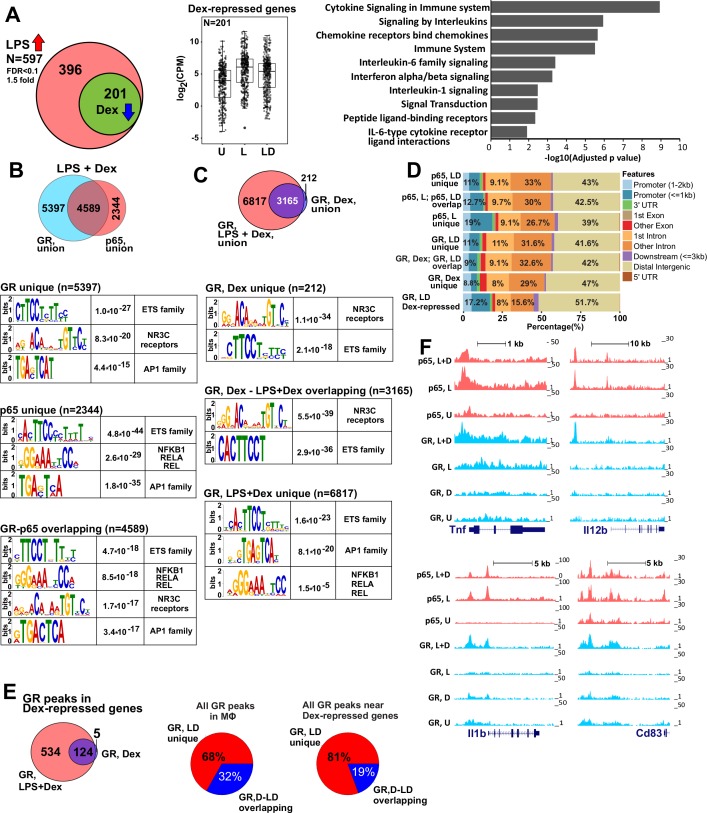
GR represses LPS-induced genes via p65-assisted tethering. (**A**) Over 30% of LPS-induced genes (597) in BMDM are repressed by Dex (201; Venn diagram and normalized expression values) and show a pro-inflammatory gene signature (GO analysis). BMDM were untreated (**U**) or treated with 10 ng/ml LPS ±100 nM Dex (**L and LD**) for 1 hr, and gene expression levels were determined by RNA-seq (n = 2). (**B**) The overlap between ChIP-seq peak calls for GR and p65 in LPS + Dex-treated BMDM (Venn diagram) was determined using *subsetByOverlap* function from GenomicRanges package (Bioconductor) with the minimum overlap of 1 nt (see Materials and methods). *Ab initio* sequence motif discovery and over-representation in each subset of GR or p65 binding peaks was determined using MEME-ChIP (Ma et al., 2014). E-values for the enrichment of the motif are shown. (**C**) Dex- and LPS + Dex-induced GR ChIP-seq peaks are shown (Venn diagram). LPS + Dex unique peaks are enriched for NF-kB-binding sites as indicated by MEME-ChIP analysis as in B. (**D**) Genomic location of p65 and GR binding sites relative to known genomic features is determined by *ChIPpeakAnno* (Bioconductor) (Zhu et al., 2010). (**E**) The distribution of GR-binding sites located in a 200 Kb region centered on LPS-induced Dex-repressed genes in BMDM treated with Dex or LPS + Dex (left). Pie-charts show the % of LD-unique GR peaks either genome-wide (center) or those associated with LPS-induced Dex-repressed genes only (right). (**F**) GR and p65 ChIP-seq read density profiles of representative LPS-induced Dex-repressed genes are shown for untreated (U), LPS (L) or LPS + Dex (L + D) treated BMDM. Also see Figure 1—figure supplements 1–2 and Supplementary files 1 and 2.

**Figure 1—figure supplement 1.**
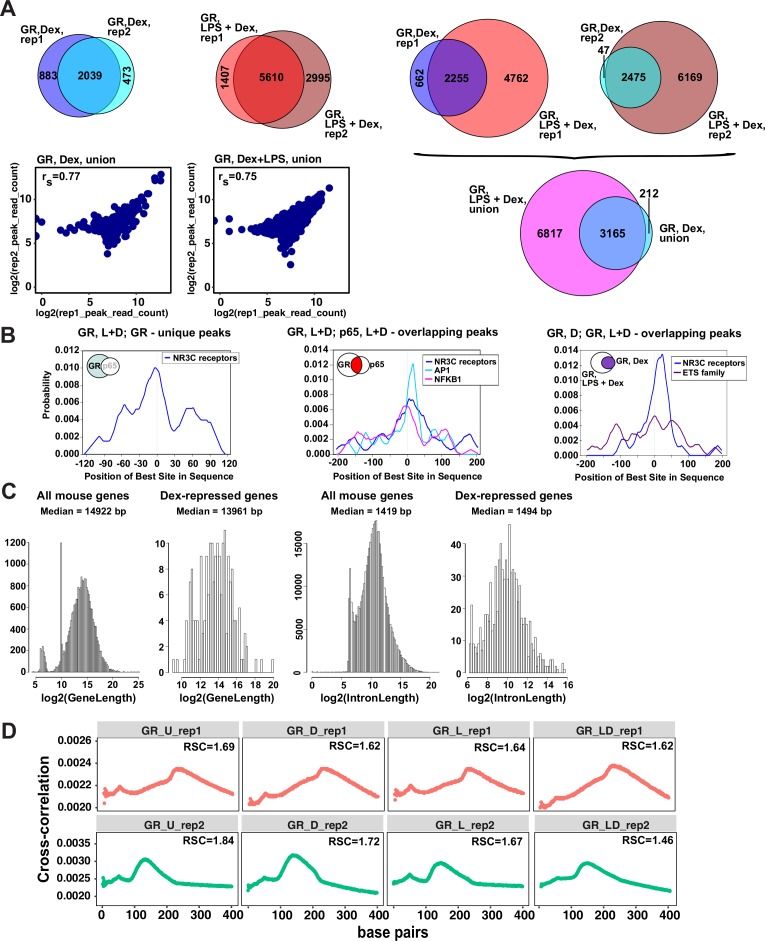
Characterization of GR cistromes in Dex- and LPS + Dex-treated BMDM. (**A**) Venn diagram comparison of GR peak sets from ChIP-seq replicates in BMDM treated as indicated (left) and between treatments (right). The union of peak sets was constructed for each condition. Read counts were determined for each peak in condition-specific peak union sets for each replicate; a plot of log transformed per peak read counts for GR replicas is shown for each treatment condition; r_s_ - Spearman’s correlation between replicas (left, bottom). (**B**) The centrality enrichment analysis of binding motifs identified by *ab initio* prediction with MEME was performed using CentriMo program of MEME suite. Significant distribution profiles relative to the peak midpoint are shown for several subsets of peaks identified by GR and p65 ChIP-seq. Left: GR-unique peaks from GR:p65 cistromes in LPS + Dex treated BMDM (Figure 1B). Middle: GR, L + D peaks overlapping p65, L + D peaks. Right: GR, D peaks overlapping GR, L + D peaks (Figure 1C). (**C**) Distribution of gene and intron length in Dex-repressed genes compared to all expressed genes in mouse BMDM. (**D**) Cross-correlation plots for GR ChIP-seq datasets generated in this study. Relative strand cross-correlations were calculated using CLC BIO Genomics Workbench.

**Figure 1—figure supplement 2.**
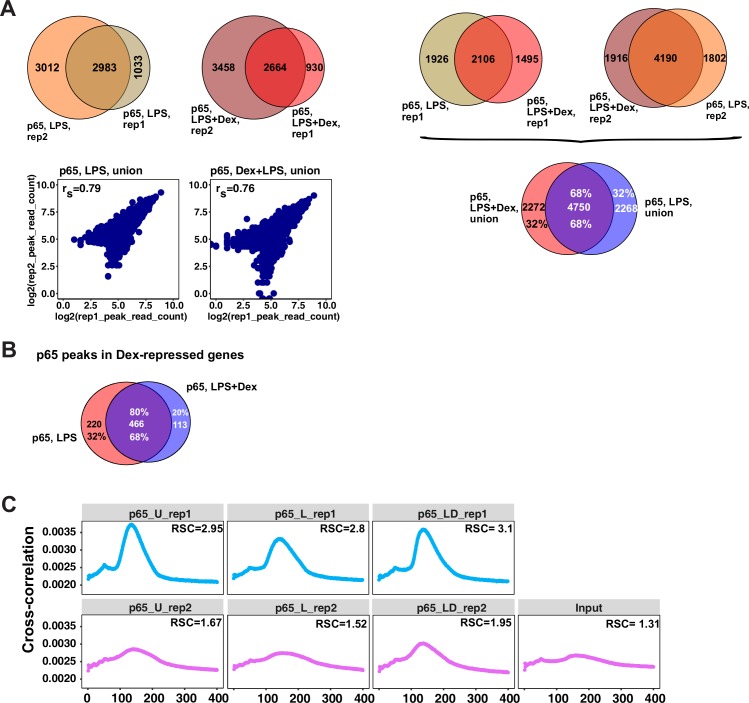
Characterization of p65 cistromes in LPS- and LPS +Dex treated BMDM. (**A**) Venn diagram comparison of p65 peak sets from ChIP-seq replicates in BMDM treated as indicated (left) and between treatments (right). The union of peak sets was constructed for each condition. Read counts were determined for each peak in condition-specific peak union sets; a plot of log transformed per peak read counts for p65 replicas is shown for each treatment condition; r_s_ - Spearman’s correlation between replicas (left, bottom). (**B**) p65 peaks distribution in LPS- and LPS + Dex-treated BMDM near Dex-repressed genes from Figure 1A (±100 Kb) (**C**) Cross-correlation plots for p65 ChIP-seq datasets generated in this study. Relative strand cross-correlations were calculated using CLC BIO Genomics Workbench.

Despite rapid remodeling of the macrophage LPS-induced transcriptome in response to Dex observed by us and others (Figure 1, [Rao et al., 2011; Chinenov et al., 2012; Uhlenhaut et al., 2013; Chinenov et al., 2014]), no comprehensive analysis of the GR and p65 genome-wide occupancy under acutely repressing conditions has been reported. Therefore, we determined the distribution of p65 and GR genomic binding sites in BMDM pulsed with LPS, Dex or LPS + Dex for 45 min (see Figure 1—figure supplements 1–2 and Supplementary file 2 for quality metrics and comparison of replicates). Following LPS + Dex exposure, we detected 9987 GR peaks (union of two replicates) 5397 (54.1%) of which did not overlap with p65 peaks at the same conditions (Figure 1B, top, Figure 1—figure supplement 1A). Motif overrepresentation analysis in these GR unique peaks revealed predominance of centrally enriched NR3C-binding motifs, which represent GREs and highly related NR-binding sites, those for ETS family members, such as the macrophage lineage-determining TF SPI1 (PU.1 and SPIB), and AP1 family members (Figure 1B, Figure 1—figure supplement 1B, left panel). The analysis of p65 binding after LPS + Dex treatment revealed 7052 peaks (union of two replicates) of which 2344 (33.8%) were uniquely bound by p65 (Figure 1B, Figure 1—figure supplement 2A). Motif analysis indicated an enrichment of NF-kB/Rela binding motifs, as well as ETS and AP1 motifs (Figure 1B). Importantly, the GR and p65 cistromes shared 4589 peaks, which corresponds to nearly half of all GR- and 2/3 of all p65-binding peaks. Motif analysis of these peaks showed a predominance for NR3C/GRE, ETS family, NF-kB/Rela and AP1 binding motifs that were enriched near the peak summits (Figure 1B, bottom, Figure 1—figure supplement 1B, middle panel).

Because of the significant enrichment of peaks with NF-kB elements (especially among those overlapping p65-binding peaks) in the GR cistrome under repressing conditions, we performed GR ChIP-seq in BMDM treated with Dex only for 45 min to compare the two GR cistromes. In Dex-treated BMDM, GR-binding sites formed 3377 peaks. Of those, 3165 also appeared in the GR LPS + Dex cistrome (with only 212 peaks unique to Dex-treated BMDM), whereas 6817 were gained in the GR LPS + Dex cistrome (Figure 1—figure supplement 1A, right panel). ETS and NR3C-binding motifs were over-represented in both Dex-unique and Dex – LPS + Dex shared subsets of GR peaks and trended toward the peak summit (Figure 1C, Figure 1—figure supplement 1B, right panel). We did not detect NF-kB/Rela motif enrichment in these two subsets of GR-binding peaks. However, among 6817 peaks unique to the GR LPS + Dex cistrome we readily observed an overrepresentation of NF-kB and AP1 motifs while NR3C motifs were no longer enriched (Figure 1C, compare top/middle vs. bottom motif enrichment panels) indicating that inflammatory signaling and p65/NF-kB activation was driving GR recruitment to such sites specifically under repressing LPS + Dex conditions.

The majority of GR and p65-binding sites were located in distal intergenic (~39–47% of peaks) and intronic (~40% on average) regions (Figure 1D), similar to previously reported GR and p65 cistromes in various cell lines (Reddy et al., 2009; Barish et al., 2010).

To correlate GR binding with transcriptional outcomes, we focused on our subset of 201 LPS-induced Dex-repressed genes as determined by RNA-seq (Figure 1A, Supplementary file 1) and evaluated GR peak localization within these genes and 100 Kb of their 5’- and 3’-flanking regions in Dex- and LPS + Dex-treated BMDM. In this subset, a somewhat larger fraction (~52%, compared to 39–47% genome-wide) of GR-binding peaks were located in distal intergenic regions, whereas the fraction of peaks in the introns dropped from 40% to 24% compared to whole-genome GR cistrome (Figure 1D). This shift was not due to a preponderance of shorter introns or genes in Dex-repressed subset (Figure 1—figure supplement 1C).

Comparison of GR binding near the 201 Dex-repressed genes with an entire GR cistrome shows that a greater fraction of binding sites was unique to the LPS + Dex condition (81% vs. 68%, Figure 1E) consistent with a disproportional increase in unique binding site utilization among this functionally constrained set of genes. Several representative examples of GR and p65 co-binding near GR-sensitive genes are shown in Figure 1F: at each gene, GR binding occurred at sites matching those of p65, but only in LPS + Dex and not LPS- or Dex-alone treated BMDM. Importantly, LPS-dependent p65 binding fully persisted in the presence of Dex. In fact, the total number of p65 binding peaks in the presence of LPS and LPS + Dex was comparable both genome-wide, and in the vicinity of our GR-repressed genes (Figure 1—figure supplement 2A, right and 2B). In each case, ~2/3 of the LPS-induced p65 peaks persisted in LPS + Dex-treated BMDM. Moreover, among p65 LPS + Dex peaks functionally constrained to Dex-repressed genes, 80% (up from 68% genome-wide) overlapped LPS-induced peaks (Figure 1—figure supplement 2C). Interestingly, of the 201 genes repressed by Dex in the context of LPS-mediated macrophage activation, only 56 were repressed ≥1.3 fold (and only 16 of those ≥2 fold) upon treatment with Dex alone (Supplementary file 1; RNA-seq dataset from [Chinenov et al., 2014]) – further supporting a requirement for NF-kB activation for GR recruitment to the majority of genes Dex-sensitive genes. Combined, these results further corroborate a tethering model in which p65 is a central component of repression complexes in GC-treated BMDM.

### NELF mediates repressive effects of GR at paused genes

We have reported that at several pro-inflammatory genes in unstimulated BMDM, promoter-proximally paused Pol 2 is in a complex with NELF and enters productive elongation following LPS treatment (Adelman et al., 2009; Gupte et al., 2013). To assess how common this type of Pol 2 dynamics is among inflammatory genes, we performed Pol 2 ChIP-seq in untreated, LPS- or LPS + Dex treated BMDM.

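In the RNA-seq of WT BMDM, the LPS and Dex responses of Tnf, Hilpda, Btg2, Il1a, Il1b and Cd83 were measured in the libraries of mice A and B. The gene positions that follow are from the GENCODE vM21 annotation of GRCm38. Tnf lies on chromosome 17 from 35199381 to 35202007, Hilpda on chromosome 6 from 29272488 to 29275446 and Btg2 on chromosome 1 from 134075170 to 134079120. Il1a and Il1b are neighbours on chromosome 2, from 129299610 to 129309972 and from 129364570 to 129371139, and Cd83 lies on chromosome 13 from 43784775 to 43803132. All 6 encode proteins. Tnf rose with LPS from 5.64 ± 0.79 to 11.61 ± 0.09 log2 CPM and was 10.54 ± 0.20 with LPS + Dex (SD, n = 2). Its log2 fold change was 5.97 with LPS (standard error 0.39, limma adjusted p = 0.00391) and -1.07 with Dex (standard error 0.39, limma adjusted p = 1.0). With LPS, Il1b rose by 7.64, Btg2 by 2.84 and Cd83 by 2.67 on the log2 scale, with limma adjusted p-values of 0.000419, 0.0354 and 0.0127. Hilpda rose by 1.52 (standard error 0.59), but its untreated values were 4.69 ± 1.17 log2 CPM (SD, n = 2), and its limma adjusted p was 0.63, or 0.242 with the replicate block, 0.197 with all 8 WT libraries and 0.04 in the single fit of all 16 libraries. The Dex changes were -1.99 for Il1b, -1.20 for Cd83, -0.73 for Hilpda and -0.52 for Btg2 on the log2 scale, with standard errors of 0.23, 0.25, 0.59 and 0.35. Il1a fell by 1.78 (standard error 0.34). For none of the 6 genes was the Dex change past an FDR of 0.1 in these libraries, with or without the replicate block, although each gene was lower with Dex in each of the 3 WT mice. The standard errors of these Dex changes also draw on the spread of the untreated libraries, which was wide for Tnf and Hilpda. With all 8 WT libraries, the limma adjusted p of the Dex change was 0.00569 for Il1b, 0.0925 for Il1a and 0.609 for Tnf. The 12 LPS and LPS + Dex libraries of both genotypes were also fitted, and used for the WT after seeing the data. Without the mouse in that fit, the limma adjusted p was 0.000648 for Il1b, 0.00173 for Tnf, 0.0118 for Cd83, 0.0655 for Il1a, 0.43 for Hilpda and 0.453 for Btg2. With the mouse as a block, all 6 genes passed an FDR of 0.1, with limma adjusted p-values of 7.73e-11 for Il1b, 1.75e-06 for Tnf, 4.85e-10 for Cd83, 7.57e-09 for Il1a, 6.90e-06 for Hilpda and 2.07e-06 for Btg2. Mouse C had Dex changes of -0.91 for Tnf, -0.63 for Hilpda, -0.60 for Btg2, -1.54 for Il1a, -1.94 for Il1b and -1.17 for Cd83.

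**Figure D1:**
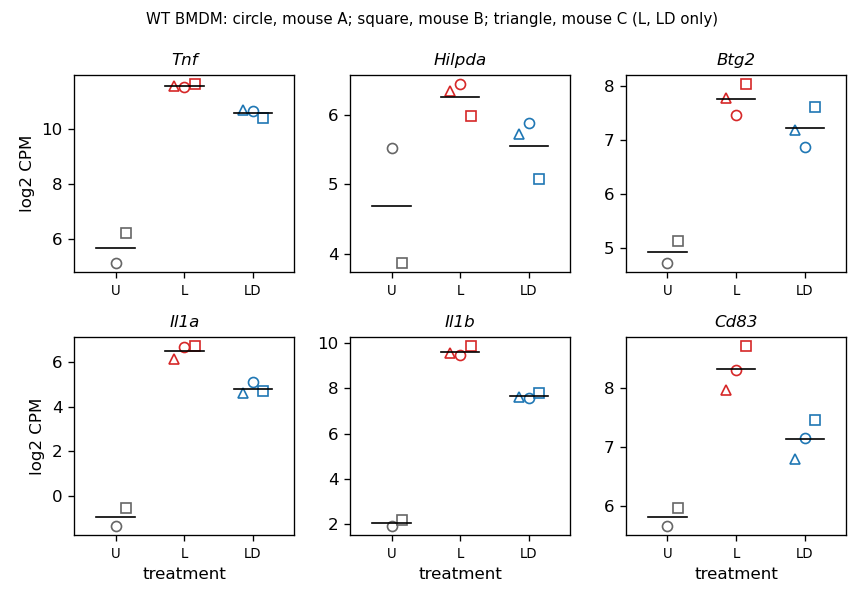
Expression (log2 CPM, vertical axis) of 6 genes in WT BMDM that were untreated (U) or treated with LPS (L) or LPS + Dex (LD), with a point for each mouse (circle, mouse A; square, mouse B; triangle, mouse C) and a line at the mean of the points shown. The value with LPS + Dex is below the value with LPS in each mouse for each gene, and the untreated values of Hilpda are spread widely (SD 1.17).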

Figure 2A shows Pol 2 tracks for six genes all of which were among 201 that were rapidly induced by LPS and repressed by Dex as established by RNA-seq (Figure 1A). Of those, *Tnf*, *Hilpda* and *Btg2*, all display accumulation of Pol 2 near the TSS in untreated BMDM. Upon a 45-min LPS treatment, we detect additional Pol 2 loading and, notably, its redistribution into the body of the gene; conversely, upon LPS + Dex treatment, Pol 2 largely remains near the TSS resembling a ‘paused’ pattern seen in the unstimulated BMDM (Figure 2A, left). In contrast, non-paused genes *Il1a*, *Il1b* and *Cd83* display no substantial Pol 2 occupancy in the unstimulated BMDM, and a dramatic and uniform increase in Pol 2 occupancy throughout the gene in response to LPS, which is nearly abrogated by co-treatment with Dex (Figure 2A, right).

**Figure 2.**
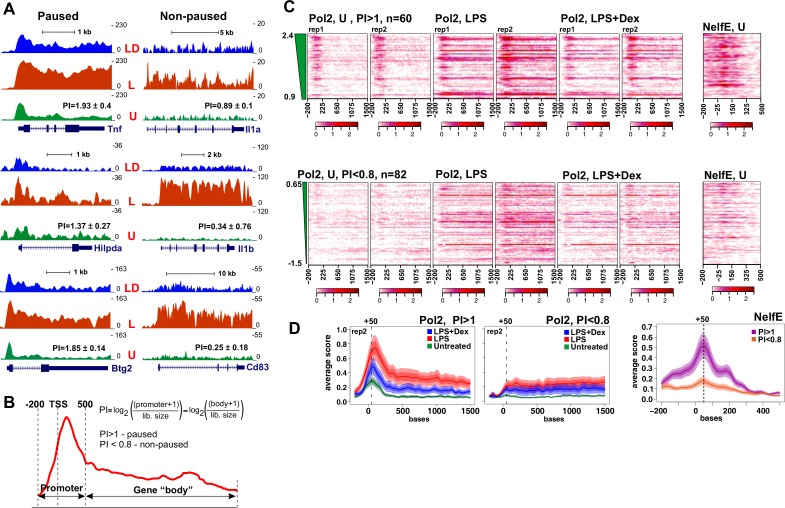
Pol 2 and NELF dynamics at different classes of GR-sensitive genes. (**A**) Pol 2 ChIP-seq read density profiles and pausing indexes (PI) for representative paused and non-paused genes in the untreated (U), LPS (L) and LPS +Dex (LD) treated BMDM. (**B**) PI (a ratio of Log-transformed Pol 2 counts at the promoter and gene body in untreated BMDM) was calculated for all LPS-induced Dex-repressed transcript variants with unique 5’ ends (see Materials and methods). Genes with PI >1 were considered paused and those with a PI <0.8 non-paused. (**C**) Pol 2 ChIP-seq heat maps of paused (n = 62) and non-paused (n = 82) transcripts sorted by the PI indexes corresponding to 198 Dex-repressed genes (see Materials and methods) are shown for the U, L and L + D conditions for each individual replica. Only transcripts overlapping Pol 2 peaks in LPS-treated BMDMs as determined by MACS2 are shown. NELF-E heat maps from U BMDM ChIP-seq for the same transcript classes are shown on the right. Heat maps scales are equalized to visualize Pol 2 and NELF distribution across the genes; color scale bars are shown below corresponding maps. (**D**) Average Pol 2 (in each treatment condition) and NELF-E (untreated BMDM) occupancy for each gene class defined in C. The confidence band shows the SEM and 95% confidence interval. Also see Supplementary files 2 and 3.

These findings raised the possibility that GR mediates its repressive effects genome-wide by regulating distinct steps of Pol 2 transcription cycle depending on the rate-limiting step for gene activation. To address this possibility, we first calculated Pol 2 pausing indexes (PI) for approximately 300 transcripts corresponding to our 198 LPS-induced Dex-repressed genes (three genes were excluded due to the conflict of annotation). As described in Nechaev et al. (2010), we defined PI as the ratio of log-transformed normalized Pol 2 counts around the promoter (−200/+500 bp relative to the annotated TSS) to those within the gene body downstream of +500 bp (Figure 2B, Supplementary file 3). Based on the PI in untreated BMDM, we classified GC-repressed genes into two groups: 61 transcripts had a PI >1 and were considered to be paused (twice as much of Pol2 at the promoter region versus gene body), whereas 82 had a PI <0.8 and were considered non-paused (see Materials and methods and [Nechaev et al., 2010]). Figure 2C shows Pol 2 distribution within the −200/+1500 region for individual transcripts of both classes in unstimulated BMDM, as well as BMDM exposed for 45 min to LPS or LPS + Dex. The read density distribution for 61 paused and 82 non-paused transcripts in differentially treated BMDM (Figure 2D) reveals a peak of Pol 2 occupancy in the promoters of the paused genes, additional Pol 2 loading, and, importantly, its entry into gene bodies in response to LPS. Co-treatment with Dex decreases Pol 2 occupancy in gene body with most Pol 2 remaining near the TSS (Figure 2C and D). Conversely, little Pol 2 is seen in the non-paused genes in untreated BMDM; Pol 2 occupancy increases dramatically throughout the genes in LPS-treated BMDM and this loading is largely abrogated by Dex (Figure 2C and D), consistent with the pattern shown in Figure 2A for representative genes.

Because Pol 2 pausing within the first 100 nt of a gene is mediated by NELF (Adelman and Lis, 2012), we assessed genome-wide NELF distribution by ChIP-seq using antibodies to the NELF-E subunit of the complex. Aligned with Pol 2 PI heat maps, NELF-E occupancy matched closely Pol 2 distribution in untreated BMDM with striking accumulation immediately downstream of TSS of paused genes and little to no NELF-E seen in non-paused genes (Figure 2C and D, far right). Indeed, read density distribution in NELF-E ChIP-seq shows highly gene class-specific NELF-E occupancy at paused (PI >1) promoters (Figure 2D, right).

As reported previously for a few individual genes (Adelman et al., 2009; Schaukowitch et al., 2014), following LPS stimulation, NELF-E was broadly evicted from promoters of LPS-induced genes with little occupancy detected at 1 hr (Figure 3A). Interestingly, however, this dismissal was transient, as despite continued LPS exposure, NELF reloaded onto promoters reaching widespread occupancy by 3 hr (Figure 3A, also see average occupancy graphed for all paused transcripts). This release and reloading can be seen at specific paused GC-sensitive genes, *Tnf*, *Hilpda*, and *Btg2* (Figure 3A, right), which show substantial NELF-E occupancy at the TSS co-localizing with Pol 2 peaks in resting BMDM, its dissociation following a 1 hr LPS induction, and re-establishment of the TSS-associated NELF-E peaks by 3 hr.

**Figure 3.**
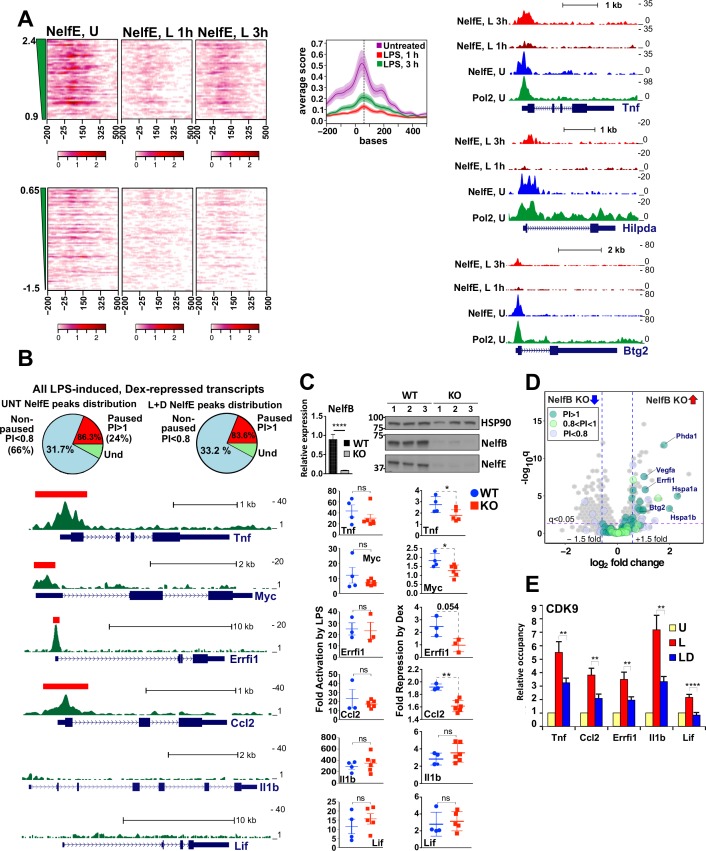
Gene-class-specific contribution of NELF to GR-mediated repression. (**A**) Heat maps show NELF-E occupancy in the U (from Figure 2C), 1 and 3 hr L-treated BMDM for paused and non-paused transcripts. Average occupancy for the paused genes in each condition is graphed as in Figure 2D. Representative examples of Pol 2 and NELF ChIP-seq read density profiles are shown on the right. (**B**) Pie charts show the percentage of all paused (24%) and non-paused (66%) LPS-induced Dex-repressed genes that exhibit promoter-proximal NELF-E binding in the UNT (86.3% and 31.7%, respectively) and L + D conditions (83.6% and 33.2%, respectively). NELF-E ChIP-seq read density profiles for the L + D condition are shown for a set of representative genes. Red rectangles in *Tnf*, *Myc*, *Errfi1* and *Ccl2* profiles indicate MACS2 NELF-E peaks in the L + D condition. (**C**) NELF-B KO mice were generated as described in Methods. NELF-B RNA in WT and KO BMDM was quantified by RT-qPCR and normalized to *Actb* (n = 5, p<0.0001, two-tailed Student’s t-test; error bars are SEM). For western blots, three mice per genotype were used to visualize NELF-B, NELF-E and HSP90 as a loading control (top). Bottom: WT and NELF-B KO BMDM were U or treated with L-/+D for 30 min (*Tnf*) or 1 hr (all others) and the expression of indicated genes (matching those in B) was assessed by RT-qPCR, normalized to *Actb*, and shown as ‘fold activation by LPS’ over basal levels (=1) and ‘fold repression by Dex’ (a ratio of L over L + D level of each transcript). *p<0.05, **p<0.01 (Two-tailed Student’s t-test). Error bars are SEM. (**D**) The volcano plot comparing gene expression in L + D (1 hr) treated BMDM from the WT vs. NELF-B KO mice (n = 3) (fold change = 1.5, FDR p<0.05). Pausing indices (PI) of 201 LPS-induced Dex-repressed genes from Figure 1A are shown in color. (**E**) CDK9 occupancy at selected genes in BMDM treated for 1 hr as indicated. n = 4–9. **p<0.01, ****p<0.001 (two-tailed Student’s t-test). Error bars are SEM. Also see Figure 3—figure supplement 1 and Supplementary file 2. 10.7554/eLife.34864.009Figure 3—source data 1.Source raw data for Fig. 3C (RT-qPCR in WT and NELF-B KO) and 3E (ChIP-qPCR for CDK9).

**Figure 3—figure supplement 1.**
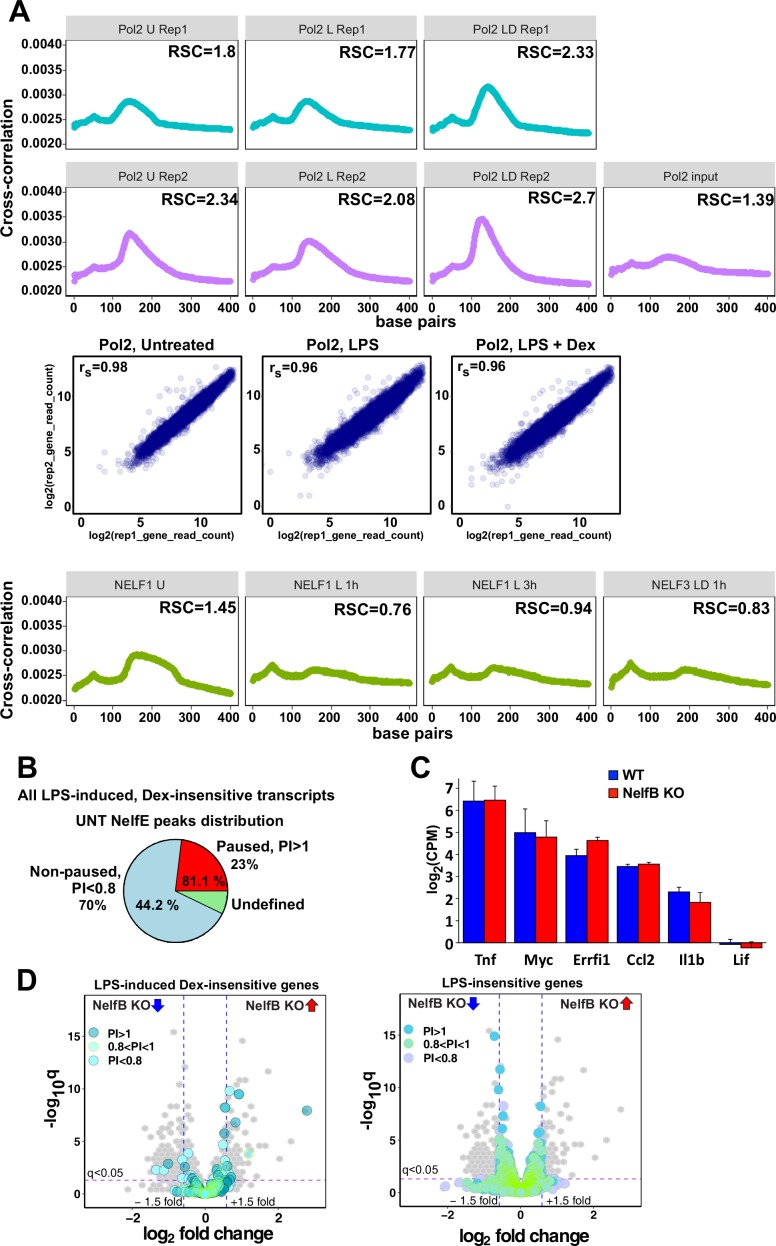
Characterization of Pol 2 and NELF cistromes in BMDM. (**A**) Cross-correlation plots for Pol 2 and NELF-E ChIP-seq datasets generated in this study. Relative strand cross-correlations were calculated using CLC BIO Genomics Workbench. A plot of log transformed per gene read counts for Pol 2 replicas is shown for each treatment condition; r_s_ - Spearman’s correlation between replicas. (**B**) A pie chart shows the percentage of all paused (23%) and non-paused (70%) LPS-induced Dex-insensitive transcripts that exhibit NELF-E binding (81.1% and 44.2%, respectively) in untreated BMDM. Paused and non-paused transcripts were identified as described in Materials and methods. (**C**) RNA-seq expression levels of indicated genes in untreated WT and NELF-B KO BMDM (n = 2). (**D**) The volcano plots compare gene expression in L + D (1 hr) treated WT vs. NELF-B KO BMDM (n = 3, fold change = 1.5, FDR p<0.05). Pausing indexes for LPS-induced Dex-insensitive genes from Figure 1A (left) and LPS-insensitive genes (right) are shown in colors, as indicated. 10.7554/eLife.34864.010Figure 3—figure supplement 1—source data 1.RNA-seq baselines in wt vs NELF-B KO.

To directly assess whether NELF occupancy in GC-sensitive genes in BMDM correlates with Pol 2 pausing in early elongation, we compared the NELF-E and Pol 2 cistromes in the unstimulated BMDM. Among the LPS-induced Dex-sensitive genes with PI >1 (approximately 24% of 300 Dex-repressed transcripts), 86.3% displayed promoter-associated NELF-E peaks, compared to only 31.7% in genes with PI <0.8 (which comprised approximately 66% of 300 transcripts; Figure 3B, left). Importantly, similar relative numbers of paused and non-paused genes (23% and 70%, respectively; Figure 3—figure supplement 1B) were found among LPS-induced Dex-insensitive genes from RNA-seq (Figure 1A). In this group, NELF-E occupancy in untreated BMDM was again much more prevalent in paused genes (81.1%) than in non-paused ones (44.2%). Thus, GR does not preferentially repress genes in one class vs. the other, and high levels of TSS-associated NELF in a basal state is a common feature of paused genes irrespective of their sensitivity to GC.

Given that NELF and Pol 2 co-localize at the TSS of the paused genes in unstimulated BMDM, that activation of such genes by LPS coincides with NELF dismissal, and that Pol 2 remains near the promoters of these genes under repressing conditions consistent with their early elongation arrest, we questioned whether GR-mediated repression was globally mediated by NELF. We first evaluated NELF-E occupancy in BMDM co-treated with LPS + Dex by ChIP-seq and found the relative distribution of peaks among paused (PI >1) and non-paused (PI <0.8) repressed genes to be indistinguishable from NELF-E distribution in resting BMDM (83.6% and 33.2%, respectively; Figure 3B, right – compare to left). We then evaluated NELF-E distribution across several of our target genes in the presence of LPS + Dex and detected striking promoter-proximal NELF peaks in paused *Tnf*, *Myc*, *Errfi1* and *Ccl2*, but not in non-paused *Il1b* or *Lif* (Figure 3B). To address directly whether NELF is necessary for GR-mediated repression, we used a new mouse strain conditionally lacking the NELF-B subunit and, hence, the functional NELF complex in myeloid cells (see Materials and methods). BMDM from NELF-B LysM-Cre mice (NELF-B KO) show a dramatic reduction in NELF-B mRNA and protein (Figure 3C, top). Importantly, as the NELF complex requires all four subunits for stability and the loss of a single subunit leads to the proteolytic degradation of the complex (Gilchrist et al., 2008), immunoblot also reveals a near complete loss of the NELF-E protein in the BMDM of the NELF-B KO (Figure 3C, top). Using WT and NELF-B KO BMDM, we then compared GR-mediated repression of our candidate GC-sensitive genes. Consistent with the lack of overt phenotype in these mice, RNA-seq of resting BMDM of the two genotypes revealed no significant differences in the expression levels of LPS-induced Dex-repressed genes at baseline (Figure 3—figure supplement 1C). Moreover, at the time-frame examined, LPS challenge led to a similar induction of *Tnf*, *Myc*, *Errfi1*, *Ccl2*, *Il1b* and *Lif* transcripts irrespective of the genotype (Figure 3C, bottom left). 

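Untreated libraries were sequenced from WT mice A and B and NELF-B KO mice A and B (n = 2), and the KO libraries held 34200000 and 38500000 reads. Of the 173 Dex-repressed genes of Supplementary file 1 analysed here, 0 differed between the genotypes at an FDR under 0.05 in limma's moderated test over all 9614 genes, and 4 did at an unadjusted p under 0.05. Adjusted over the 173 genes alone, the smallest p was 0.84 in the same test. A simulation of 2 against 2, based on the WT LPS + Dex libraries, recovered 0 of 200 genes changed 2-fold at an FDR under 0.05. No untreated library entered that simulation. In the untreated fit itself, Nelfb, the deleted gene, had a log2 difference of -2.11 (limma adjusted p = 0.889). The 0 found with this fit therefore does not exclude changes of 2-fold or of the size seen for Nelfb. The fit has no batch term, although WT and KO mice of the same letter were taken as a batch. With the batches as a block, a fit chosen after seeing the data, 0 of the 173 genes differed at that FDR and 15 at an unadjusted p under 0.05, in limma's test. The median log2 difference, KO minus WT, over the 173 genes was 0.21, and 68.8% of them were higher in the KO. Tnf was 5.64 ± 0.79 log2 CPM in the WT and 5.69 ± 0.57 in the KO (SD, n = 2). Myc was 4.39 ± 0.94 and 4.22 ± 0.65, Ccl2 3.05 ± 0.09 and 3.15 ± 0.08, Il1b 2.04 ± 0.18 and 1.63 ± 0.38, and Lif -0.05 ± 0.21 and -0.17 ± 0.23 log2 CPM in the WT and the KO (SD, n = 2). Errfi1 was 3.48 ± 0.24 in the WT and 4.09 ± 0.13 in the KO (SD, n = 2), a log2 difference of 0.60 (standard error 0.30, limma adjusted p = 0.889). For Errfi1 both KO libraries were above both WT libraries, and for Il1b both KO libraries (1.90 and 1.36) were below both WT libraries (1.91 and 2.17), while the genotypes overlapped for Tnf, Myc, Ccl2 and Lif. The untreated library of WT mouse A is the library that stood apart from the others.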

Interestingly, for all genes classified as ‘paused’, repression by Dex was significantly attenuated in the NELF-B KO BMDM, but not in non-paused genes *Il1b* and *Lif* (Figure 3C, bottom right). Collectively, these findings strongly suggest that NELF-mediated block in productive elongation is an integral part of GR-mediated repression of paused genes.

To extend these observations to a whole-genome level, we analyzed transcriptomes from the WT and NELF-B KO BMDM treated with LPS + Dex for 1 hr by RNA-seq which identified 393 differentially expressed genes (fold change = 1.5, FDR p<0.05). 

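RNA-seq was performed on LPS + Dex-treated BMDM of 3 WT mice and 3 NELF-B KO mice, called A, B and C in each genotype. The KO libraries held 30600000 to 37300000 reads (median 35900000). Nelfb, the deleted gene, lies on chromosome 2 of GRCm38 from 25199712 to 25211489. Under LPS + Dex it was 5.68, 5.73 and 5.64 log2 CPM in WT mice A, B and C, and 3.28, 4.22 and 3.53 log2 CPM in KO mice A, B and C. Under LPS it was 5.66, 5.76 and 5.59 in the same WT mice and 3.27, 4.21 and 3.48 in the same KO mice. Untreated, it was 6.21 and 5.92 in WT mice A and B and 3.53 and 4.38 in KO mice A and B, so each KO library was below each WT library. Its log2 difference under LPS + Dex was -2.00 (standard error 0.23, limma adjusted p = 0.0889). With the 6 LPS + Dex libraries in limma's moderated test, 0 genes differed by over 1.5-fold at an FDR under 0.05. At an unadjusted p under 0.05, the threshold in the paper's methods, 361 genes differed, 107 higher and 254 lower in the KO. In data simulated with 3 per group, the test recovered 56% of 200 genes changed 2-fold, with 4 false calls. The simulation gave both groups the spread of the WT LPS + Dex libraries and had no batches, so that share need not hold for the real comparison. The labels give a sequencer index or a date for some libraries, and WT and KO libraries taken as the same batch deviated together from their group means (r = 0.62 across genes). Mice of the same letter were taken as a batch, which is partly inferred. The mice called C share a sequencer index in the labels. The mice called B share a date, but WT mouse B has it on its untreated library only. Letter A joins the remaining mice, of which the WT mouse has no index or date. With the batches as a block, 48 genes differed at that FDR, 35 higher and 13 lower in the KO, and Nelfb had a limma adjusted p of 0.0328. The setting that moved the number most at that FDR left out the library of WT mouse B, which gave 146 genes.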

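At an FDR under 0.05 over all genes in limma's moderated test, 0 of the 173 Dex-repressed genes analysed here were over 1.5-fold higher in LPS + Dex-treated NELF-B KO BMDM. At an unadjusted p under 0.05, 26 were higher and 3 lower. Adjusted over the list of 173 genes alone, 26 differed at an FDR under 0.05, and 19 of these were over 1.5-fold higher in the KO. With the batch block, 12 of the 173 genes were over 1.5-fold higher at an FDR under 0.05 over all genes. For 47 of the 173 genes the 3 WT and 3 KO values did not overlap, where chance gives 10%, and in 42 of the 47 the KO was higher. The median log2 difference over the 173 genes was 0.185. Within batches it was 0.17 for the mice called A, 0.36 for the mice called B and 0.02 for the mice called C, KO minus WT. Phlda1 was 4.18 ± 0.07 log2 CPM in the WT and 5.98 ± 0.28 in the KO (SD, n = 3), a log2 difference of 1.80 (standard error 0.15, limma adjusted p = 0.0503, or 0.0241 with the batch block). Within the 3 batches the difference in Phlda1 was 1.85, 2.06 and 1.49. Vegfa was 6.71 ± 0.03 and 7.75 ± 0.18 log2 CPM (SD, n = 3), a log2 difference of 1.04 (standard error 0.11, limma adjusted p = 0.0889, or 0.0339 with the batch block). Errfi1 had a log2 difference of 1.07 (standard error 0.14, limma adjusted p = 0.102, or 0.0375 with the batch block). Btg2 was 0.88 higher on the log2 scale (standard error 0.19, limma adjusted p = 0.192). Hspa1a and Hspa1b were 2.43 and 2.10 higher (standard errors 0.57 and 0.50, limma adjusted p = 0.202 and 0.203). These values are uncertain because the genes are near-identical copies and only unique exon reads were counted. Tnf and Myc, with log2 differences of -0.03 and -0.14 (standard errors 0.14 and 0.15), did not differ by more than the spread between mice, nor did Ccl2 with -0.27 (standard error 0.32). Il1b and Lif, which are among the 26 genes, were 0.73 and 0.85 higher in the KO on the log2 scale (standard errors 0.19 and 0.32, limma adjusted p = 0.217 and 0.382, unadjusted p = 0.00629 and 0.0336). Under LPS without Dex, Phlda1, Vegfa, Errfi1 and Btg2 were also higher in the KO, by 1.56, 0.92, 0.95 and 0.88 on the log2 scale.

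**Figure D2:**
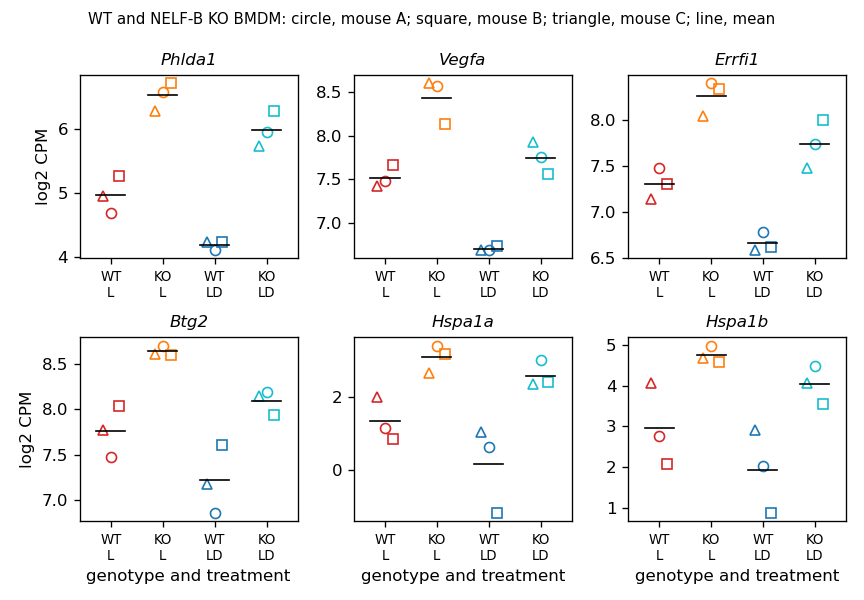
Expression (log2 CPM, vertical axis) of 6 genes in BMDM of 3 WT and 3 NELF-B KO mice treated with LPS (L) or LPS + Dex (LD), with a point for each mouse, the same shape for mice of the same batch, and a line at the mean of 3 mice. For each gene the 3 KO values lie above the 3 WT values in LPS + Dex and in LPS, with mean log2 differences in LPS + Dex of 1.80 for Phlda1 and 1.04 for Vegfa.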

Out of 201 genes that were repressed by Dex in the WT BMDM (Figure 1A), 23 were expressed at higher level in the LPS + Dex-treated NELF-B KO BMDM; notably, 21 of them had PI >0.8 (Figure 3D). Conversely, out of 396 LPS-induced Dex-insensitive genes, only nine were upregulated in the LPS + Dex-treated NELF-B KO BMDM, 7 of which had PI >0.8 (Figure 3—figure supplement 1D, left). These observations indicate that NELF ablation disproportionally affects paused LPS-induced Dex-repressed genes.

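The LPS-induced genes of this comparison that are not in Supplementary file 1, 55 of the 139, were taken as Dex-insensitive. Under LPS + Dex, 0 of the 55 were over 1.5-fold higher in the NELF-B KO at an FDR under 0.05 in limma's moderated test, and 5 were higher at an unadjusted p under 0.05. With the batch block, 3 were higher at that FDR. The median log2 difference over the 55 genes, KO minus WT, was 0.23.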

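The share of genes over 1.5-fold higher in the NELF-B KO was compared between the sets with Fisher's exact test, two-sided. At an FDR under 0.05 it was 0 of 173 Dex-repressed and 0 of 55 Dex-insensitive genes, which leaves nothing to compare. At an unadjusted p under 0.05 it was 26 of 173 (15.0%) and 5 of 55 (9.1%), a difference that did not exceed chance (Fisher's exact p = 0.367). With the batch block the shares were 6.9% and 5.5% (Fisher's exact p = 1.0). A larger Dex-insensitive set, chosen after seeing the data, holds the 422 genes outside Supplementary file 1 that were LPS-induced in the single fit of all 16 libraries, 3 of which were over 1.3-fold lower with Dex in that fit. In that set 11 of 422 genes (2.6%) were higher at an unadjusted p under 0.05, a smaller share than 26 of 173 (Fisher's exact p = 9.76e-08). With the batch block 7 of the 422 (1.7%) were higher, against 12 of 173 (Fisher's exact p = 0.00308). By the FDR in the authors' deposited table the numbers were 13 of 173 (7.5%) and 4 of 415 (1.0%), with a Fisher's exact p of 6.42e-05. The same exact test on the counts printed in the paper, 23 of 201 (11.4%) and 9 of 396 (2.3%), gives p = 7.7e-06. Genes are not independent replicates, so these p-values describe the sets in these mice. The Dex-repressed genes were also chosen for low LPS + Dex values in WT mice A and B. The LPS + Dex libraries of these mice are part of the WT group here, which can favour a larger share in that set. From the larger share among its Dex-repressed genes and the pausing indices of the genes that were higher, the paper concludes that loss of NELF affects paused Dex-repressed genes disproportionally.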

Because NELF release is triggered by CDK9-mediated phosphorylation, we evaluated the recruitment of CDK9 to the TSS of paused and non-paused genes. Consistent with earlier observations (Luecke and Yamamoto, 2005), GR inhibited LPS-induced CDK9 recruitment but did so irrespective of the gene class (Figure 3E) suggesting that NELF retention rather than CDK9 occupancy serves as a defining class-specific feature of glucocorticoid repression of paused genes.

### GR-mediated repression of non-paused genes results in attenuation of histone H4 acetylation and BRD4 binding

The dynamics of Pol 2 binding at non-paused genes, as shown in Figure 2, suggested that the major barrier to activation at these genes is the loading of Pol 2. BMDM surpass this barrier by recruiting NF-kB and AP1 to enhancer regions (Glass and Natoli, 2015) that in turn assemble histone-modifying proteins, which help create a more permissive chromatin environment for the binding of basal transcriptional machinery and Pol 2. In particular, histone tail modifications, which are associated with both enhancers and promoters are H3K9Ac and H4K5/8/12Ac (Smale et al., 2014). Because these marks correlate with gene transcriptional status, we evaluated the histone acetylation at a subset of our GC-repressed genes of each class.

We noted striking differences in histone tail modifications between representatives of the two gene classes. In particular, paused genes - *Tnf* and *Ccl2* - contained high basal levels of H4PanAc and, specifically, H4K5Ac, at both TSS- and kB-binding sites which were unaffected by LPS or LPS + Dex treatment (Figure 4A, bottom row). In contrast, non-paused genes - *Il1b* and *Il1a* - showed a significant increase in H4Ac levels only after LPS treatment, especially at the *Il1b* TSS and two *Il1a* kB enhancers at −10 Kb and −20 Kb, and this increase was fully attenuated by Dex (Figure 4A, top row).

**Figure 4.**
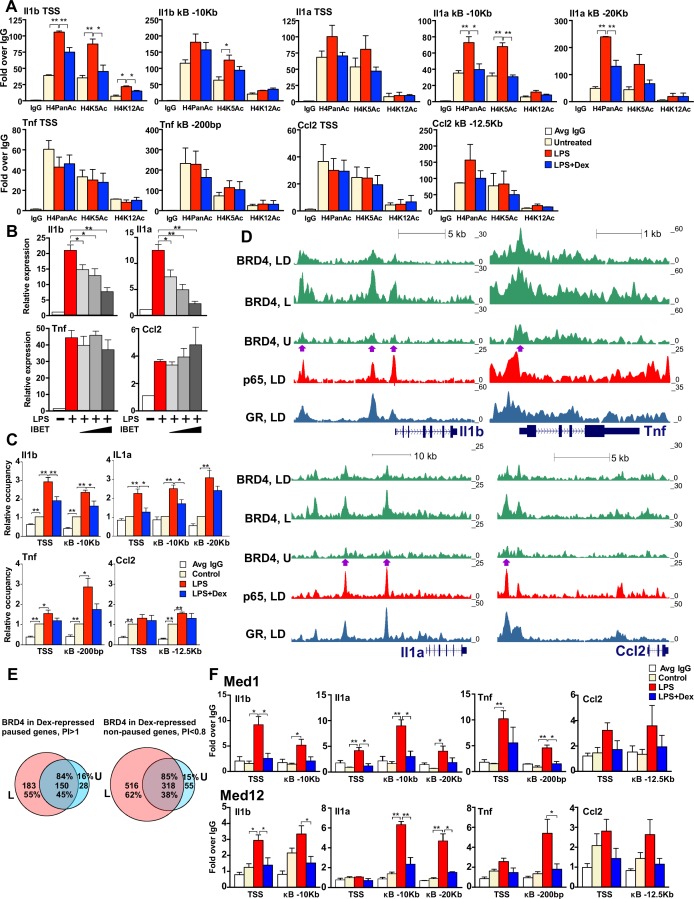
GR inhibits H4 acetylation, BRD4 and Mediator assembly at non-paused genes. (**A**) BMDM were treated as indicated, and H4PanAc, H4K5Ac and H4K12Ac at the TSS and indicated kB sites were assessed by ChIP. qPCR signals were normalized to r28S gene and expressed as relative enrichment over normal IgG (=1). A two-tailed Student’s t-test was used for comparing means (n ≥ 3; *p<0.05, **p<0.01). Error bars are SEM. (**B**) BMDM were pre-treated with I-BET (10 nM, 100 nM, 1 μM) for 30 min followed by addition of LPS for 30 more min. Gene expression was assessed by RT-qPCR and normalized to that of Actb. A two-tailed Student’s t-test was used for comparing means (n ≥ 3; *p<0.05, **p<0.01). Error bars are SEM. (**C**) BRD4 occupancy was assessed by ChIP-qPCR as in A with IgG ChIP as a background metric and expressed as relative enrichment over untreated for each site (=1). A two-tailed Student’s t-test was used for comparing means (n ≥ 3, *p<0.05, **p<0.01). (**D**) ChIP-seq read density profiles for BRD4, GR and p65 in the U, L or L + D treated BMDM. Purple arrows indicate peaks specifically noted in Results. (**E**) Venn diagrams show overlapping BRD4 peaks for Dex-repressed paused and non-paused genes in the U and L condition. Overlapping peaks were determined as described in Figure 1 and Materials and methods. (**F**) Med1 and Med12 occupancy is analyzed by ChIP-qPCR as in A (n ≥ 3). Also see Figure 4—figure supplement 1 and Supplementary file 2. 10.7554/eLife.34864.013Figure 4—source data 1.Source raw data for Figure 4A, C, F (ChIP-qPCR for H4Ac, Brd4 and Mediator) and 4B (RT-qPCR).

**Figure 4—figure supplement 1.**
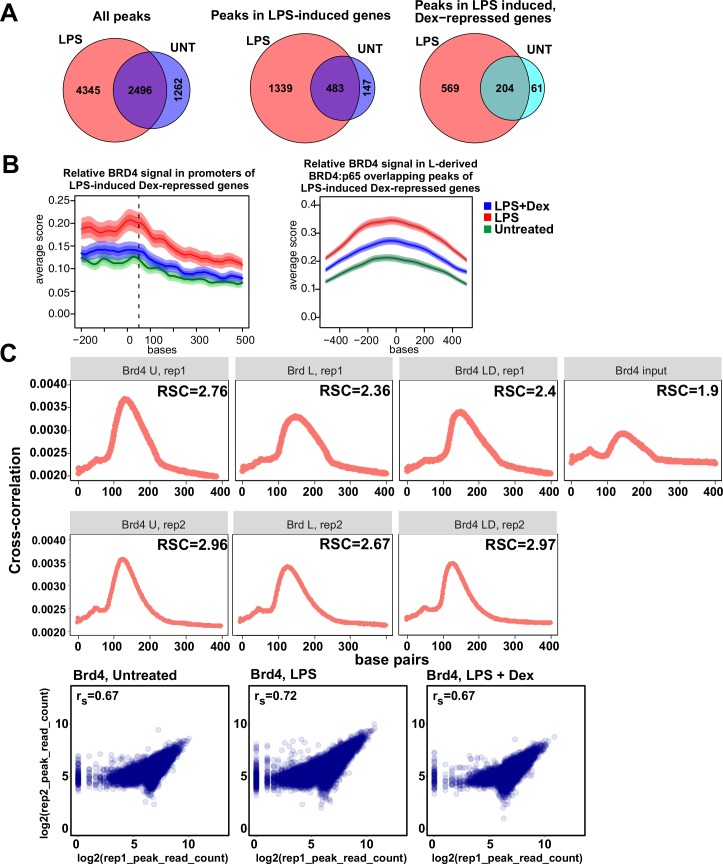
Characterization of BRD4 cistromes in BMDM. (**A**) Venn diagram comparisons of BRD4 peak numbers in LPS-treated vs. untreated BMDM in indicated groups of genes. The intersection of individual replica peak sets was constructed for each condition. (**B**) The average occupancy of BRD4 in each treatment condition at the LPS-induced Dex-repressed genes’ (left) promoters and (right) L-derived BRD4:p65 overlapping peaks. The occupancy profiles showing the mean score were calculated using *genomation* package. The band surrounding the mean score distribution shows SEM and 95% confidence interval for the mean. (**C**) Cross-correlation plots for BRD4 ChIP-seq datasets generated in this study. Relative strand cross-correlations were calculated using CLC BIO Genomics Workbench. Read counts were determined for each peak in condition-specific peak union sets; a plot of log transformed per peak read counts for Brd4 replicas is shown for each treatment condition; r_s_ - Spearman’s correlation between replicas.

The change in acetylation seen preferentially at our non-paused genes, appeared to denote a specific ‘histone code’ for histone binding proteins that could potentially affect the transcription of these genes. In particular, BRD4, the Bromodomain and Extra-Terminal domain (BET) histone binding protein, affects inflammatory cytokine transcription both in vitro and in vivo through direct binding to acetylated H3 and H4 (Shi and Vakoc, 2014). The changes in H4PanAc including H4K5/K12Ac in several GC-sensitive genes, suggested a possible role for BRD4 in transcriptional repression by GR. To test this hypothesis, we first assessed activation of pro-inflammatory genes by LPS in the presence of increasing concentrations of I-BET, an inhibitor of BRD4 binding. The induction of *Il1b* and *Il1a* transcripts was significantly attenuated by I-BET in a dose-dependent manner, whereas *Tnf* and *Ccl2* induction persisted (Figure 4B). In agreement with gene expression results, ChIP-qPCR experiments revealed that BRD4 was recruited to promoters of non-paused genes *Il1b* and *Il1a* upon LPS treatment and, interestingly, this recruitment was attenuated by Dex (Figure 4C). Conversely, at the paused genes, *Tnf* and *Ccl2*, BRD4 was readily detectable at the TSS in unstimulated BMDM and this association did not significantly change after either LPS or LPS + Dex treatment. Thus, BRD4 occupancy patterns at the promoters of these genes resembled signal-responsive H4Ac profiles suggesting that loss of BRD4 in response to Dex may underlie GR-mediated repression of, specifically, the non-paused genes.

We then assessed genome-wide distribution of BRD4 by ChIP-seq. Not surprisingly, we observed frequent BRD4 binding across the genome in untreated BMDM (~3700 peaks, Figure 4—figure supplement 1A, left panel). There was a 1.8-fold increase in the number of BRD4 peaks in response to LPS relative to that in untreated BMDM (4345 new peaks, Figure 4—figure supplement 1A, left panel). The increase in the total peak number was even more apparent when limited to LPS-induced genes: 2.9-fold for Dex-insensitive or -repressed genes (Figure 4—figure supplement 1A, middle and right panel, respectively). Furthermore, BRD4 loading density specifically at our Dex-sensitive genes increased dramatically in response to LPS which, interestingly, was nearly abrogated by Dex - a trend very apparent at promoters, but also significant at BRD4:p65 shared binding sites (Figure 4—figure supplement 1B). BRD4 read distribution at individual non-paused genes of interest reflected this dynamics. For example, the *Il1b* TSS and −2.3 Kb and −10 Kb p65 enhancers acquired strong BRD4 binding in response to LPS which was significantly attenuated by Dex, concomitantly with GR loading (Figure 4D, left top, purple arrows). *Il1a* also displayed increased LPS-induced BRD4 loading at kB-associated upstream enhancers (−10 Kb and −20 Kb) with a dramatic reduction in occupancy upon Dex co-treatment corresponding to GR binding at both regions (Figure 4D, left bottom, purple arrows). Consistent with our ChIP-PCR data, paused genes, *Ccl2* (−12.5 kB enhancer) and especially *Tnf* (TSS) exhibited modest yet detectable BRD4 occupancy in untreated BMDM that was potentiated by LPS but only minimally affected by Dex (Figure 4D, right). Moreover, our analysis of BRD4 occupancy at Dex-sensitive genes of the two classes revealed that in paused genes, 45% of the BRD4-binding sites seen in LPS-treated BMDM were already pre-bound in untreated cells and 55% were LPS-induced; in non-paused genes, however, only 38% of the sites were pre-occupied in untreated BMDM, whereas 62% were LPS-dependent (Figure 4E). Thus, our functional studies together with occupancy data suggest that the activation of non-paused genes is more dependent on BRD4 recruitment, and therefore, its dismissal may have a greater impact on genes of this class.

Initial BRD4 characterization revealed its interaction with the Mediator complex subunits MED1 and MED12 (Jang et al., 2005; Lovén et al., 2013). Mediator is an evolutionarily conserved multi-protein co-activator complex that facilitates transcriptional activation of many genes in part by linking physically and functionally effector TFs and Pol 2. In the context of LPS-induced activation of pro-inflammatory genes, MED1 is reportedly recruited to both the TSS and p65 enhancers (Hargreaves et al., 2009; Brown et al., 2014), occupying similar sites across the genome as BRD4, and the two appear to stabilize each other’s occupancy at enhancer regions (Lovén et al., 2013). We therefore assessed MED1 and MED12 occupancy at the promoters and p65 enhancers of GR-sensitive genes and found that both were recruited to TSS and p65 sites in response to LPS treatment and their recruitment was attenuated by Dex (Figure 4F). Thus, by inhibiting BRD4 binding to the TSS and certain enhancer regions at non-paused genes, GR destabilizes MED1 and MED12 occupancy ultimately affecting Pol 2 recruitment. Of note, MED1 and MED12 loss in response to Dex occurred at paused genes as well (Figure 4F), suggesting that GR may antagonize the Mediator complex binding irrespective of its effects on BRD4.

### GR attenuates histone acetylation, cofactor assembly and Pol 2 recruitment to non-paused genes by blocking the recruitment of p300

GR activation disrupted histone acetylation and subsequent BRD4 and Mediator complex assembly at our analyzed non-paused genes, suggesting a central role for LPS-induced histone acetylation as a potential target for GR. Various HATs, including GCN5 and p300, have been implicated in altering modifications at the histone H3 and H4 tails (Smale et al., 2014) Furthermore, p300 has been shown to also interact with and acetylate p65, which contributes to the activation of NF-kB-dependent genes (Huang et al., 2009; Nagarajan et al., 2014; Roe et al., 2015). Thus, p300 appeared as a plausible HAT to execute H3/H4 acetylation, thereby dictating the recruitment of BRD4 to the promoters and kB sites of our genes of interest. ChIP-qPCR experiments revealed LPS-dependent recruitment of p300 to the TSS- and p65-binding sites of non-paused genes *Il1a* and *Il1b*, which was blocked by Dex. Interestingly, at paused genes, p300 occupancy varied, showing some LPS-potentiated yet Dex-insensitive recruitment to *Tnf*, but a strong constitutive occupancy at *Ccl2* (Figure 5A). Notably, loss of p300 from these genes did not reflect a simple ‘titration’ of p300 by the activated GR potentially broadly sequestering it away from kB enhancers, as p300 occupancy at the p65-binding sites of LPS-induced Dex-insensitive genes identified by our RNA-seq analysis - *Cxcl10*, *Cd40*, *Tnfsf9*, *Trim13* - was fully resistant to Dex (Figure 5B).

**Figure 5.**
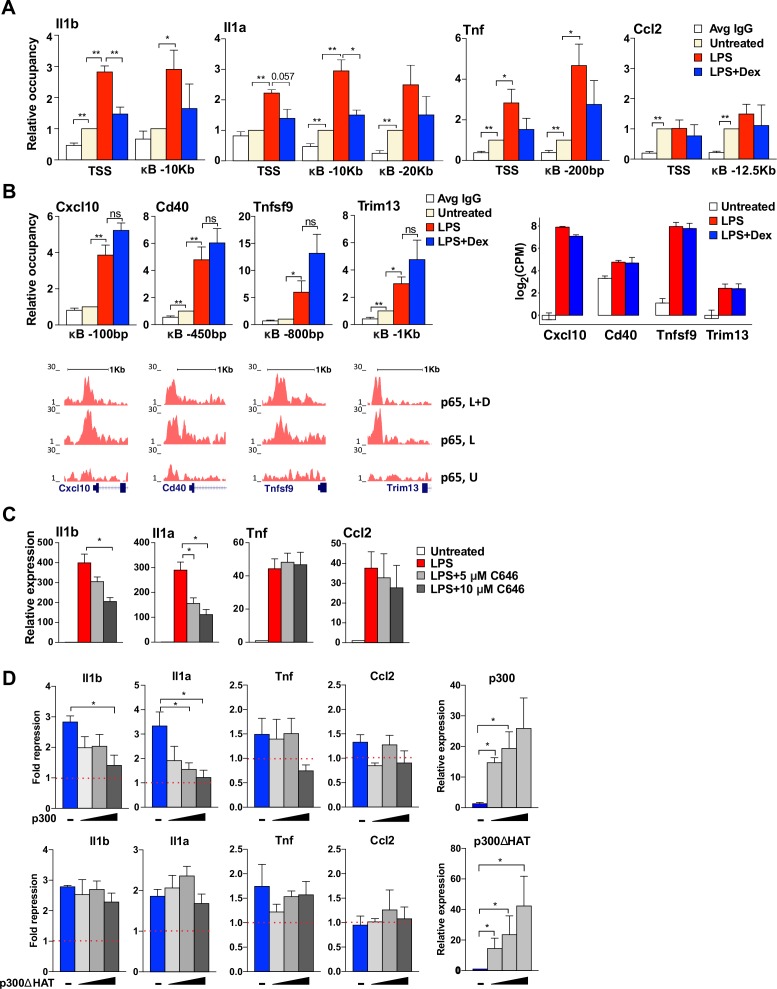
GR-mediated repression of non-paused genes is associated with the diminished p300 function. (**A**) p300 occupancy at indicated kB-binding sites is evaluated as in Figure 4C (n ≥ 3). (**B**) p300 occupancy at indicated kB binding sites is evaluated as in A (n ≥ 3; top panel). p65 ChIP-seq read density distribution in U-, L- or L + D-treated BMDM for corresponding kB-binding sites is shown (bottom panel). Expression level (log(CPM) values) for LPS-induced Dex-insensitive genes as determined by RNA-seq in Figure 1A for the WT BMDM (untreated, LPS 1 hr, L + D 1 hr, n = 2, right panel). (**C**) BMDM were treated with LPS for 30 min followed by addition of 5 μM or 10 μM C646 for another 1 hr. The expression of indicated genes was assessed as described in Figure 4B (n ≥ 3). (**D**) RAW264.7 cells were transfected with increasing amounts of pcDNA3-p300 or pcDNA3-p300(ΔHAT) (0, 50, 100 and 150 ng/well) as described in Materials and methods. Cells were treated with 100 ng/ml LPS ±100 nM Dex for 1 hr. Gene expression was analyzed as described in Figure 3C (n ≥ 3). 10.7554/eLife.34864.015Figure 5—source data 1.Source raw data for Figure 5A-B (p300 ChIP-qPCR) and 5C-D (RT-qPCR).

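The expression values of the 4 genes in the panel were compared in the WT libraries of mice A and B. Cd40 was 3.34 ± 0.21 log2 CPM untreated, 4.80 ± 0.14 with LPS and 4.72 ± 0.50 with LPS + Dex (SD, n = 2). Tnfsf9 was 1.12 ± 0.41, 7.99 ± 0.38 and 7.81 ± 0.48 log2 CPM, and Trim13 was -0.27 ± 0.76, 2.45 ± 0.40 and 2.42 ± 0.44 log2 CPM in the same conditions (SD, n = 2). Their log2 changes with Dex were -0.08, -0.18 and -0.03 (standard errors 0.30, 0.36 and 0.51), within the spread between mice in this fit. That spread also draws on the untreated libraries. Cxcl10 was 7.94 ± 0.08 log2 CPM with LPS and 7.12 ± 0.14 with LPS + Dex (SD, n = 2), a log2 change of -0.82 (standard error 0.32, limma adjusted p = 1.0, unadjusted p = 0.0461 in the same test). The Dex change of Cxcl10 was -0.77, -0.86 and -0.82 in WT mice A, B and C, and that of Tnfsf9 -0.11, -0.24 and -0.07. With the mouse as a block over the 12 LPS and LPS + Dex libraries, a fit chosen after seeing the data, the limma adjusted p of the Dex change in the WT was 3.35e-08 for Cxcl10, 0.0621 for Tnfsf9, 0.729 for Cd40 and 0.919 for Trim13. The increases of Cd40 and Trim13 with LPS had limma adjusted p-values of 0.182 and 0.121, or 0.0182 and 0.00799 with all 8 WT libraries. With the replicate block in mice A and B they were 0.0823 and 0.161 in limma's test, so Cd40 passed an FDR of 0.1 there. In the single fit of all 16 libraries they were 0.00323 and 6.49e-05 in the same test. With mouse C included, the means with LPS and with LPS + Dex were 4.91 and 4.83 log2 CPM for Cd40, 8.05 and 7.91 for Tnfsf9, 2.56 and 2.52 for Trim13, and 8.10 and 7.29 for Cxcl10 (n = 3).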

We reasoned that p300 catalytic activity rather than its occupancy is a better indicator of whether or not this HAT is involved in regulating target GR-sensitive genes. Therefore, a selective and competitive inhibitor of the p300 HAT activity, C646, was used to determine whether p300-mediated acetylation of histones was necessary for transcriptional activation of candidate pro-inflammatory genes. C646 attenuated in a dose-dependent manner LPS-mediated induction of non-paused genes *Il1b* and *Il1a*, whereas activation of paused genes *Tnf* and *Ccl2* was unaffected (Figure 5C), consistent with a selective requirement for p300 at the non-paused genes. Furthermore, if GR represses *Il1a* and *Il1b* specifically by precluding p300 recruitment, its ectopic introduction into cells should rescue LPS-mediated induction irrespective of GC treatment. Figure 5D shows that overexpression of wild-type p300 but not its ΔHAT mutant devoid of the catalytic activity in macrophage-like RAW264.7 cells dramatically and specifically reversed GR-mediated repression of non-paused genes. This suggests that GR represses these genes by precluding p300 recruitment, H3/H4 acetylation and the assembly of the BRD4-Mediator complex, ultimately blocking Pol 2 loading.

## Discussion

Despite the unmatched therapeutic utility of GCs stemming in large part from rapid and direct transcriptional repression of the key inflammatory genes, our knowledge of the overall architecture, dynamics, stability and distribution of such repressive GR complexes in inflammatory cells has been lacking. Given fundamental differences in the rate-limiting events for inflammatory gene activation, we sought to dissect the mechanisms by which GR elicits repression in such distinct gene classes and use genome-wide approaches to assess the generality of our findings.

Numerous studies in cell culture and cell-free systems implicated physical interactions between GR, NF-kB and AP1 family members in the inhibition of pro-inflammatory gene transcription (reviewed in [Sacta et al., 2016]) and indeed, we observe extensive co-localization of GR and the NF-kB subunit, p65, genome-wide and especially nearby Dex-repressed genes following short-term LPS + Dex co-treatment – conditions under which we observe rapid glucocorticoid repression. GCs did not cause global displacement of p65; in fact, the number on p65-binding sites in the presence of LPS vs. LPS + Dex is comparable. Moreover, 80% of p65 peaks associated with our Dex-repressed genes overlap in LPS- and LPS + Dex-treated BMDM. Interaction with p65 is further corroborated by the persistence of p65 peaks near our candidate Dex-repressed genes of both classes. With respect to GR binding, both globally and restricted to Dex-repressed genes, several observations point to a tethering mechanism. First, the predominant motifs enriched in GR peaks present uniquely under LPS + Dex conditions are those of NF-kB and AP1 and not the NR3C motif overrepresented in Dex-treated BMDM or peaks shared between the two cistromes. Second, when compared between an entire genome and restricted to Dex-repressed genes, the fraction of LPS + Dex unique GR-binding sites is increasing substantially from 68% to 81%. Third, the majority of the 201 Dex-sensitive genes are only repressed in LPS-activated macrophages, pointing to a requirement for NF-kB activation for GR recruitment. Indeed, the analysis of GR occupancy nearby our candidate Dex-sensitive genes of both classes reveals co-localized GR and p65 peaks associated with NF-kB enhancers under repressing LPS + Dex conditions and no GR binding in Dex-only - treated macrophages. Thus, although this is certainly not the only mechanism by which GR affects inflammatory gene expression (Rao et al., 2011; Uhlenhaut et al., 2013; Oh et al., 2017; Weikum et al., 2017a), tethering to p65 is a widespread regulatory mechanism that GR relies upon to elicit acute repression of pro-inflammatory genes in macrophages.

How GR enacts repression appears to depend on the state of the target promoters prior to activation. At paused genes, Pol 2 is pre-loaded, bound by NELF and ‘stalled’ nearby the TSS, (Gilchrist et al., 2012). These genes have elevated levels of histone acetylation at the TSS, suggestive of an open chromatin state, which would favor constitutive Pol 2 loading and transcription initiation. Conversely, non-paused genes show little Pol 2 occupancy in unstimulated BMDM. Among our Dex-repressed genes, both classes were well represented: in a set of transcripts filtered for Pol 2 occupancy and used to calculate PI, 61 were paused and 82 were not; in a total pool of transcripts corresponding to LPS-induced Dex-repressed 198 genes, approximately 24% were paused (PI > 1) and 66% non-paused (PI < 0.8). This distribution matched closely that of genes that were LPS-induced but insensitive to Dex (23% and 70%, respectively), suggesting that GR does not display a preference for a specific gene type for repression.

Given a critical role of NELF in establishing Pol 2 pausing (Gilchrist et al., 2008; Core et al., 2012), we evaluated the genomic distribution of NELF at our LPS-induced Dex-repressed genes in basal, activated and repressed state. This analysis revealed a striking correlation between Pol 2 promoter-proximal pausing and NELF occupancy. Indeed 81% of the paused genes had TSS-associated NELF peaks compared to only 44% on non-paused genes. As expected, NELF dissociated from Pol 2 after LPS treatment, presumably due to P-TEFb-mediated phosphorylation, enabling productive elongation. Although the rate of NELF dismissal varies depending on culture conditions and in our experience takes 30–60 min, this loss is consistently transient as NELF ‘re-loads’ onto the TSS of these genes despite continuous presence of LPS. We previously reported a highly dynamic occupancy of NELF at the *Tnf* promoter (Adelman et al., 2009), but a global synchronous reloading of NELF onto promoters of activated pro-inflammatory genes was unexpected. We envision that NELF re-loading may provide a tonic control of the inflammatory response by limiting further entry of Pol 2 into productive elongation (Aida et al., 2006), yet maintain genes poised for induction by preserving a nucleosome-depleted environment (Gilchrist et al., 2008; Core et al., 2012). A distinct mechanism of ‘tonic control’ of inflammatory gene expression was recently described for a transcriptional repressor Hes1 which limits the recruitment of P-TEFb and hence, NELF release and Pol 2 elongation (Shang et al., 2016). In that regard, it would be informative to examine the dynamics of P-TEFb and phosphorylation of the Pol 2 CTD at the promoters of these genes over the time frame of NELF recycling. Interestingly, paused genes were originally proposed to be fast and transient responders to inducing signals (Adelman et al., 2009; Rogatsky and Adelman, 2014); NELF reloading despite prolonged LPS exposure could potentially contribute to cessation of activation and establishing a ‘tolerant’ LPS-unresponsive state. More generally, our finding illustrates that the transcriptional landscape of macrophages during a sustained exposure to a signal, even in a course of a few hours, undergoes a significant remodeling and a secondary stimulus is likely to elicit variable responses depending on the exact timing of stimulation. Furthermore, given intrinsic macrophage plasticity, whereby a 12 hr treatment with a relevant signal (e.g. LPS or Dex) is sufficient to ‘polarize’ them to a distinct myeloid cell population – caution needs to be taken in interpreting results of ‘sequential’ treatments, which may document a response of a reprogrammed macrophage to a new signal rather that simple transcriptional antagonism or synergy.

Under conditions of GC repression, we observed a broad failure of paused genes to release NELF concomitantly with inhibition of Pol 2 entry into productive elongation. Moreover, genetic disruption of NELF resulted in GC resistance of genes in this class establishing a causal relationship between NELF accumulation and GR-mediated repression. Interestingly, NELF was previously shown to participate in estrogen receptor (ER) alpha-mediated gene expression. ERa primarily affects Pol 2 post-initiation steps, whereby pausing is alleviated via hormone-induced recruitment of CDK9 to Pol 2 and NELF and their phosphorylation (Kininis et al., 2009). Given that NRs can dynamically affect P-TEFb occupancy and that P-TEFb recruitment to GC-sensitive genes is attenuated after GC treatment in this and earlier studies (Luecke and Yamamoto, 2005; Gupte et al., 2013), GR may block elongation by preventing P-TEFb recruitment, possibly through direct steric hindrance. Interestingly, in addition to phosphorylation, NELF has recently been shown to undergo ADP-ribosylation which also facilitates its release (Gibson et al., 2016). It would be informative to assess whether, similar to P-TEFb, ADP-ribosyl transferases that modify NELF are susceptible to regulation by GCs. Finally, a physical interaction between ERa and NELF has been documented at promoters of certain estrogen-activated genes, where NELF recruitment limits the response to hormone (Aiyar et al., 2004). Conceivably, NELF could also serve as a non-conventional ‘co-repressor’ recruited by GR to the promoter-proximal regions of pro-inflammatory genes in a gene-specific manner. Once recruited, NELF may no longer require GR and assume its known function in Pol 2 pausing. Whether GR-mediated repression involves either of these mechanisms remains to be elucidated.

Interestingly, non-paused genes, such as Il1a and Il1b, exhibit low CpG content, stable nucleosome assembly at promoters, low levels of H3K9/14Ac in the basal state and low TBP occupancy (Ramirez-Carrozzi et al., 2009). This suggests that histone acetylation marks are required for chromatin remodeling which may pose a major barrier to the recruitment of Pol 2 at these genes. We show that an increase in H4Ac at promoters and kB sites in response to LPS correlated with Pol 2 recruitment, and GC attenuated these effects, suggesting that GR may repress these genes by acting upon factors that ‘write’ and ‘read’ histone marks. Among many HATs that modify H3 and H4, p300 is recruited by p65 to the TSS and NF-kB sites and has been shown to acetylate histones that are then bound by BRD4 (Huang et al., 2009; Brown et al., 2014; Nagarajan et al., 2014; Roe et al., 2015). Conceivably, GR attenuates p300 loading by competing for a tethering site on p65 as has been previously documented for IRF3 (Ogawa et al., 2005). We cannot exclude the possibility that additional HATs, that is, GCN5, contribute to writing H3/H4Ac at our GC-sensitive pro-inflammatory genes.

Given its role as a histone binding protein that reportedly contributes to recruiting P-TEFb and couples the acetylation state at promoters and enhancers with Pol 2 elongation, a clear bias for LPS-induced novel sites of BRD4 recruitment and their sensitivity to Dex specifically at non-paused genes was unexpected. BRD4 binding at promoters broadly correlates with gene activation (Nicodeme et al., 2010; Lovén et al., 2013; Brown et al., 2014; Kanno et al., 2014). We now show that similar to I-BETs, GR inhibits, albeit indirectly, loading of BRD4 particularly at non-paused genes and, by exploiting their dependency on histone acetylation, disrupts interactions with Mediator, ultimately antagonizing Pol 2 recruitment and transcription initiation. Because this effect is far from uniform, and some p65/BRD4-bound LPS-induced enhancers are more sensitive to the effects of Dex than others, we speculate that a subset of p65-binding sites has greater functional consequences for gene activity. Identifying a subpopulation of ‘dominant’ enhancers whose BRD4 occupancy is a definitive predictor of transcriptional state, and correlating those with sites of GR recruitment would likely sharpen the differences in BRD4 behavior between the two gene classes.

Finally, although the two classes of genes are activated and repressed through distinct mechanisms, the consequences of GR activation share commonalities including a failure to recruit P-TEFb and the Mediator complex. P-TEFb is required for gene activation post Pol 2 loading, so at non-paused genes failing to recruit Pol 2, P-TEFb loss would have little functional consequences. Conversely, a block in Mediator recruitment at both the TSS and kB sites could potentially contribute to repression of both classes of genes. Mediator is a multi-subunit complex that interacts with numerous activators and components of basal transcription machinery including Pol 2 (Malik and Roeder, 2010). With respect to non-paused genes, Mediator interacts directly with both BRD4 and p300, with Mediator and BRD4 stabilizing each other’s occupancy (Jang et al., 2005; Malik and Roeder, 2010; Shi and Vakoc, 2014). Furthermore, Mediator and p300 can act cooperatively to alter the chromatin landscape and facilitate PIC formation (Malik and Roeder, 2010). Although the contribution of Mediator to activation of pro-inflammatory paused genes needs further study, it has been suggested that Mediator may help recruit P-TEFb indirectly promoting pause release (Lu et al., 2016). Additionally, because kB sites are typically distant from promoters, and pro-inflammatory genes were proposed to be activated through DNA looping (Tong et al., 2016), Mediator (perhaps together with Brd4) may contribute to bridging promoters with NF-kB enhancers. Thus, it is tempting to speculate that by hindering Mediator assembly, GR globally disrupts promoter-enhancer communication thereby attenuating pro-inflammatory gene expression.

## Materials and methods

### Cell culture and reagents

BMDM were prepared from 8-to-10 week old mice as in Gupte et al. (2013). RAW264.7 cells were cultured in DMEM media (Corning, cat# 10–013-CV) supplemented with 10% fetal bovine serum (Atlanta Biologicals cat# S11550). Dex and LPS were purchased from Sigma.

### Transgenic mice

C57BL/6 mice (NCI, Charles River Laboratories), C57BL/6 *LysM-Cre* mice -/-:*Nelfb* fl/fl mice and their derivatives were maintained in the Weill Cornell Animal Facility in compliance with guidelines from the Weill Cornell Animal Care and Use Committee. 8-to-10-week-old male mice were used for bone marrow isolation.

To create the NELF-B conditional KO strain, *Nelfb* fl/fl mice (with *Nelfb* exon 4 floxed [Amleh et al., 2009]) were bred to C57BL/6-derived *LysM*-*Cre* mice (Jackson Laboratories, 004781) to obtain double heterozygous *LysM-Cre*/wt:*Nelb* fl/wt (*LysM-Cre-*HET) animals. To create homozygous (*LysM-Cre*:*Nelfb* fl/fl) animals, we self-crossed *LysM-Cre*-HET mice. The genotype of the progeny was determined using PCR primers described in Amleh et al. (2009). *LysM-Cre* primers were obtained from Jackson Laboratories.

### Inhibitor experiments

BMDM were plated in 6-well plates at 2*10^6^ cells/well. For BRD inhibitor experiments, cells were pretreated with I-BET (Calbiochem, 401010) for 30 min, followed by co-treatment with LPS (10 ng/ml). For p300 inhibitor experiments, cells were treated with LPS for 30 min, followed by co-treatment with C646 (Abcam, ab142163) for 1 hr. Concentrations of inhibitors are shown in Figure Legends.

### Transfections

RAW264.7 cells were plated at 2*10^5^ cells/well in 24-well plates and transfected ON using Turbofect (Thermo Scientific, R0531) as per manufacturer’s instructions. Cells were treated the following day as described in Figure Legends. Plasmids used are pcDNA3.1-p300, pcDNA3.1-300(HAT-) (Addgene, Plasmid #23252 and #23254, respectively) and pcDNA3.1 to equalize total amount of transfected DNA.

### RNA isolation and real-time qPCR

Total RNA isolation from BMDM (Qiagen RNAeasy Kit), random-primed cDNA synthesis, and qPCR with Maxima Sybr Green/ROX/2x master mix (Fermentas) on StepOne Plus real time PCR system were performed using standard protocols. Data analysis was performed using the ddCT method. All data were normalized to *Actb* as housekeeping control. Primers are listed in Supplemental file 4.

### Immunoblotting

Whole cell extracts were prepared in RIPA buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 140 mM NaCl, 5% glycerol, 0.1% Na deoxycholate, 0.1% SDS, 1% Triton X-100). Immunoblotting was performed with rabbit polyclonal antibodies to NELF-B (Cell Signaling, 1:2000, 1489S), NELF-E (Proteintech, 1:2000, 10705–1-AP), HSP90 (Cell Signaling 1:200, 4874S).

### ChIP

BMDM were treated for 45 min as specified in Figure Legends and single cross-linked in 1% methanol-free formaldehyde for 10 min at RT (AcH4) or double cross-linked using 2 mM disuccinimidyl glutarate (Proteochem, c1104) for 30 min followed by 1% methanol-free formaldehyde for 10 min at RT (CDK9, BRD4, MED1, MED12, p300). The reaction was quenched by 0.125 M glycine for 5 min. Cells were then washed with PBS, scraped and lysed for 10 min at 4°C in lysis buffer with protease inhibitor cocktail. The nuclear extracts were collected by centrifugation at 600*g for 10 min. Nuclei were then washed for 10 min at 4°C in wash buffer with protease inhibitors and collected as described above. Nuclei were lysed in lysis buffer for 10 min and sonicated to fragment chromatin using 15–18 cycles (30 s ‘on’, 30 s ‘off’) in a Bioruptor at 4°C. For CDK9, nuclei were sonicated with Covaris S220 Ultrasonicator according to manufacturer’s instructions (130 μl shearing buffer, 200 cycles/burst, 120 s, DF 10). Lysates were cleared by centrifugation at 14,000*g, 20 min, 4°C, and then incubated with normal rabbit IgG (Santa Cruz Biotech, sc-2027x), BRD4 (Abcam, ab84776 and Bethyl Laboratories, A3001-985A100), MED12 (Bethyl Laboratories, A300-774A), MED1 (Bethyl Laboratories, A300-793), p300 (Santa Cruz Biotech, sc-585X), Anti-AcH4 (Millipore, 06–866), Anti-AcH4K12 (Millipore, 07–595), Anti-AcH4K5 (Millipore, 07–327) and 40 μl of 50% protein A/G plus agarose (Santa Cruz Biotech, sc-2003) per reaction at 4°C ON. Beads were washed 4x with RIPA buffer and once with TE buffer. For CDK9, 5 μg of antibodies (Santa Cruz Biotech, sc-8338X or sc-13130X) were pre-bound to 40 μl of Dynabeads Protein A (Invitrogen), washed 2x with beads blocking buffer and incubated with lysates at 4°C ON; IPs were washed 6x with modified RIPA buffer containing 100 mM LiCl on a magnetic stand and once with TE buffer +50 mM NaCl.Each reaction was then incubated in TE + 0.5% SDS +200 μg/ml proteinase K (Invitrogen, 25530049) for 2 hr at 55°C, followed by 6 hr at 65°C to reverse crosslinks. DNA was purified using phenol-chloroform extraction and ethanol precipitation or using Qiagen PCR purification kit. Recruitment at binding sites was assessed by qPCR. All data at putative binding sites were normalized to 28S ribosomal RNA as control. Primers are listed in Supplemental file 4.

### ChIP-seq

For GR (Santa Cruz Biotech, sc-1004X), BRD4 (Abcam, ab84776) and p65 (Santa Cruz Biotech, sc-372X) ChIP-seq, nuclei were sonicated with Covaris S220 sonicator according to manufacturer’s instructions (130 μl shearing buffer, 200 cycles/burst, 120 s, DF 10). For Pol 2 (Santa Cruz Biotech, sc-9001X) and NELF-E (Proteintech, 10705–1-AP) ChIP-seq, cells were formaldehyde cross-linked and nuclei were sonicated as above to obtain fragments in 150–500 bp range. Input DNA was prepared from sonicated material saved prior to IP. Lysates were cleared by centrifugation at 14,000 rpm, 20 min, 4°C, and then incubated with respective antibodies using 40 μl of 50% protein A/G PLUS agarose beads (for GR, BRD4 and Pol 2) or 60 μl of Dynabeads (Invitrogen) (for p65) per reaction at 4°C ON. GR, BRD4 and Pol 2 IPs were then processed as described for ChIP-qPCR above. p65 IPs were washed 6x with modified RIPA buffer containing 100 mM LiCl on a magnetic stand and once with TE buffer +50 mM NaCl and processed as described for ChIP-qPCR above. The efficiency of ChIP was assessed by qPCR. The integrity and quality of DNA was evaluated with Bionalyzer 2100 (Agilent Technologies) before using 10 ng of material to prepare Illumina-compatible sequencing libraries using Illumina Truseq ChIP sample prep kit. Library preparation and sequencing was performed by Weill Cornell Epigenomics Core. Libraries were sequenced by a HiSeq 2500 (50 bp, single-end).

### RNA-seq

BMDM from LysM-Cre:NELF-B wt/wt (WT) and/or LysM-Cre:NELF-B fl/fl (NELF-B KO) mice were treated as indicated in individual figure legends (vehicle, LPS, LPS + Dex for 1 hr) and RNA was isolated using Qiagen RNA-easy kit. Total RNA was polyA enriched and converted into Illumina-compatible sequencing library with TruSeq mRNA-Seq sample preparation kit (Illumina). Quality control of RNA and libraries was performed using the BioAnalyzer 2100. Pair-end sequencing was performed at the Weill Cornell Epigenomics Core using HiSeq2500.

### Quantification and statistical analysis

#### General experimental design and statistical analysis

To ensure reproducibility all in vitro experiments were repeated at least in triplicates. The differences between continuous variables were assessed using Student’s *t* Test and the differences between discrete variable were assessed with Fisher’s exact test.

### Real time PCR

Two-tailed Student’s t-test was used to ascertain the differences between means as detailed in Figure Legends.

### ChIP-seq

Sequencing quality control was performed using FASTQC; adapters, when needed, where trimmed using trimmomatic. 50 bp single-end reads were aligned to the mouse genome (mm10) using CLC Bio Genomic Workbench (GR, Pol 2) or bowtie2 (p65, NELF-E, BRD4). Aligned BAM files were converted into bigwig format for data visualization purposes. The quality of Chip-seq experiments was assessed using ChIPQC package (Carroll et al., 2014) (Supplemental file 2). Cross-correlation analysis, Relative Strand Correlation (RSC) and Normalized Strand Cross-correlation coefficient (NSC) for all ChIP-seq datasets used in this study were calculated with CLC BIO genomics workbench (Figure 1—figure supplements 1D and 2C; Figure 3—figure supplement 1A and Figure 4—figure supplement 1C, Supplemental file 2) as described in Marinov et al., 2014. RSC reflects the ratio of the fragment-size peaks and the read-size peak in cross-correlation plot. For all experiments with the exception of one NELF-E condition, the RSC is larger than 0.8 as per ENCODE recommendations (Landt et al., 2012). Peak calling was performed with CLC Bio Genomics Workbench (Pol 2) or MACS2 (Zhang et al., 2008) (--gsize 2150570000 --bw=300 ratio 1.0 --slocal 1000 --llocal 10000 --keep-dup 1 --bdg --qvalue 0.05) with a matching input file to estimate background read distribution.

Peak annotation relative to known genomics features was performed using *ChIPpeakAnno package (R, Bioconductor)* (Zhu et al., 2010) with *TxDb.Mmusculus.UCSC.mm10.knownGene* annotation (2016-09-29 04:05:09 + 000). Peak overlaps between datasets were determined using *subsetByOverlap* function from GenomicRanges package (R, Bioconductor) with the minimum overlap of 1 nt and visualized with *makeVennDiagram* function from *ChIPpeakAnno* (Zhu et al., 2010) package.

*Ab initio* analysis of overrepresented sequences in ChIP-seq peaks was performed using MEME-ChIP suite with MEME (long sequences), DREME (short sequences) and CentriMO (centrally-enriched sequences). E-values estimate the expected number of motifs in an experimental set of sequences compared to random sequences of the similar size. Sequencing motifs with E-values under 0.0001 were considered statistically significant.

Pol 2 pausing indexes (PI) were calculated as previously described (Nechaev et al., 2010). All transcripts for LPS-induced Dex-sensitive genes present in *TxDb.Mmusculus.UCSC. mm10.knownGene* annotation were filtered to collapse all annotated transcripts with identical 5’ ends to a single gene model. For remaining transcripts, the PI was calculated as the ratio of log-transformed, length-normalized read counts at the 5’ end flanking region (−200:+500) and transcript ‘body’ (+500: end of a transcript). To compare between replicates, the PI were normalized to respective library sizes (as in Figure 2B). Read distributions in the region of interest (‘promoters’ and gene ‘bodies’) were visualized in the form of ‘heat’ maps that show scores (coverage) at a given sequence position or bin using *genomation* package (R, Bioconductor) (Akalin et al., 2015). For heat maps visualization, paused and non-paused transcripts were further filtered by selecting only those that had overlapping Pol 2 peaks in the ‘promoter’ area in LPS-treated BMDM. To summarize read distributions, we plotted mean coverages (*plotMeta, genomation*) over regions of interest (Figures 2D and 3A and Figure 4—figure supplement 1B) with the standard error and the 95% confidence interval bands.

### RNA-seq

RNA-seq analysis has been performed as previously described (Coppo et al., 2016). 50 bp paired reads were mapped to annotated mouse genome (mm10) with CLC Bio Genomic Workbench (Qiagen).Read count table containing unique exon reads was analyzed using EdgeR (Robinson et al., 2010) package to determine differentially expressed genes. Read counts were scale normalized using the weighted trimmed mean method and expressed as log-transformed counts per million (cpm). All genes with unadjusted p-value<0.01 (p<0.05 for NELF-B KO experiment) and fold change >1.5 in at least one pairwise comparison were considered to be differentially expressed and were selected for further analysis.

### Accession numbers

All raw sequence data generated in this study are deposited to NCBI GEO: GSE110279 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110279

# Supplementary material for: Gene-specific mechanisms direct glucocorticoid-receptor-driven repression of inflammatory response genes in macrophages
**Source:** eLife. 2018 Feb 9;7:e34864. doi: 10.7554/eLife.34864
**Supplement:** Supplementary file 4.

**Supplementary File 4: primer pairs used in the study**

How the deposited data were processed for this re-analysis (not part of the article)

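RNA-seq was analysed for 16 libraries of bone-marrow-derived macrophages (BMDM) from 3 WT and 3 NELF-B KO mice. The libraries were untreated (2 per genotype), treated with 10 ng/ml LPS for 1 hr (3 per genotype) or treated with 10 ng/ml LPS and 100 nM Dex for 1 hr (3 per genotype). Conditions and mouse numbers were taken from the sample labels, and doses and times from the paper. The mice are called A, B and C within each genotype. The paper used WT mice A and B in Figure 1A and 3 mice per genotype in Figure 3D. The age is 8 weeks in the labels and 8-to-10 weeks in the paper.

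The authors mapped paired reads to the annotated mouse genome (mm10) with CLC Bio Genomic Workbench, counted unique exon reads per gene, scaled the counts in edgeR by the weighted trimmed mean method and deposited log2 CPM for each library. The paper's text does not name the filter that left 9614 genes, the versions of the tools or which edgeR test was used. The p-values and FDR values that the authors deposited for their pairwise comparisons come from edgeR and were used here only where the text names the authors' deposited table. No column of per-sample values was left unused.

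The test planned for read counts was replaced, because the deposited values are log2 CPM and not counts. Each comparison was fitted to the deposited log2 values with lmFit and eBayes (with a trend of the variance on the mean) in limma 3.58.1 under R 4.3.3, and p-values were adjusted over the 9614 genes by the Benjamini-Hochberg method. No pseudocount and no further filter was added. Other statistics were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The WT comparisons used the 6 libraries of mice A and B in a single fit, with an FDR under 0.1 and over 1.5-fold for LPS and over 1.3-fold lower for Dex, as the paper's results state. The comparisons of KO with WT used only the libraries of the treatment compared, with an FDR under 0.05 and over 1.5-fold. The paper's methods instead state unadjusted thresholds of p under 0.01 for the WT and under 0.05 for the KO, and these were run as alternatives. The difference in Dex response was tested as an interaction over the 12 LPS and LPS + Dex libraries. Gene sets were compared with Fisher's exact test, and mice with exact permutation tests, both two-sided.

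The depth of each library was recovered from the deposited values, which rise in equal steps from a floor of -5.15 log2 CPM. With a step taken as 1 read, 100.0% of the values under 3 CPM came out whole in every library, and the libraries held 25000000 to 49700000 reads. Recovered reads above that range are rounded estimates. A depth of 3 reads was taken as the smallest that a library can show, which is 0.065 to 0.136 CPM across the libraries. Such floors cover counting error only.

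The pairing of libraries comes from the mouse numbers in the labels. Libraries of the same mouse deviated together from their group means, with r across genes of 0.92 for LPS and LPS + Dex in the WT, 0.88 in the KO, 0.45 for untreated and LPS in the WT and 0.87 in the KO. The labels print a sequencer index or a date for only some of the libraries. The WT and KO mice called C share a sequencer index. Those called B share a date, which WT mouse B has on its untreated library only. The mice called A are the remaining mice, so the batches are partly inferred.

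The test was tried on simulated data in which 200 of the 9614 genes were changed by a known fold. Means and spread were taken from the WT LPS + Dex libraries for all groups, and no batches were simulated. With 2 groups of 3 libraries, 56% of 200 genes changed 2-fold were recovered, with 4 false calls. With 2 groups of 2 libraries, 0 of 200 were recovered. Designs with 3 groups of 2 libraries were added after that result, and at an FDR under 0.1 they recovered 110 of 200 genes changed 2-fold (55%, 11 false calls) and 191 of 200 changed 8-fold (95.5%, 26 false calls).

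Apart from Dusp2, the genes named in the text follow a rule set before the data were examined. The rule took genes that the paper names in connection with the RNA-seq, the deleted gene and a pair of GR-activated genes. It also took, for each comparison, the 5 genes with the largest change among those past its thresholds whose groups did not overlap. For KO against WT under LPS + Dex, 0 genes passed the thresholds, so this last part named none there. Phlda1, Vegfa, Hspa1a and Hspa1b were listed from the labels of the paper's Figure 3D. Gene positions are from the GENCODE vM21 annotation of GRCm38, the assembly that mm10 also names. Transcript lengths were found for 9579 of the genes (99.6%). Of the 201 genes in Supplementary file 1, 173 are in the table analysed here.

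The alternatives set before the data were examined were the replicate block, the batch block, all 8 WT libraries, a single fit of all 16 libraries, unadjusted thresholds, a 1.25-fold threshold for Dex, another gene list and leaving out each library in turn. Those chosen after seeing the data were a filter on mean log2 CPM above 1, centring of each library on its median gene, log2(CPM + 1), voom in limma on the recovered reads, a loess correction for transcript length (span 0.5), an unadjusted threshold for the LPS step of the attenuated genes, the replicate block over the 12 LPS and LPS + Dex libraries, the batch block for the untreated libraries, and a Dex-insensitive set from the fit of all 16 libraries. ChIP-seq and RT-qPCR data, pausing indices and the GO analysis were not analysed here.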

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

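The tests in this part were chosen after the result was seen, as was its threshold of an unadjusted p under 0.05, which was adopted because 0 genes passed an FDR of 0.05.

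The paper compares WT and NELF-B KO BMDM by RNA-seq in untreated and in LPS + Dex-treated cells. In the LPS-treated libraries, which it does not compare between genotypes by RNA-seq, 23 of the 173 Dex-repressed genes were over 1.5-fold higher in the KO at an unadjusted p under 0.05, and 3 were lower. All 23 were higher in the KO in each of the 3 pairs of mice of the same batch, which is likely for genes chosen as higher in these same libraries. At an FDR under 0.05 over all genes in limma's test the number was 0, with 4 under the batch block, and over the 173 genes alone 24 genes differed, 17 of them over 1.5-fold higher. In the authors' deposited table, 119 genes passed an FDR of 0.05 with over 1.5-fold for this comparison, 12 of them listed genes that were higher. Of the 26 genes higher in LPS + Dex at the unadjusted threshold, 21 were among the 23 higher in LPS. For 46 of the 173 genes the 3 WT and 3 KO values under LPS did not overlap, where chance gives 10%.

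Technical explanations were tested first. Library size differed little between the genotypes under LPS, with a KO to WT ratio of mean reads of 1.07 and overlapping ranges, which goes against a difference in depth. After a correction for transcript length, which moved the differences by at most 0.05 on the log2 scale, 25 of the 173 genes were higher. Shifts of that size are too small to have lowered the number much, so length was not put to a test that could have ruled it out. A first version of the length and centring tests counted only among the 23 genes already called higher, gave 23 of 23 for each, and was replaced after it was seen. After centring each library on its median gene the number was 23, but centring moved the differences by only 0.01, so the same holds for the authors' scaling. Of the 10 ways to split the 6 LPS libraries into groups of 3, only the real split (1 of 10) gave as many listed genes, and the next largest split gave 12. A share under 0.05 cannot be reached with 10 splits. At an FDR under 0.05 the real split gave 0, so the splits carry no information there. These splits ignore the batches. With the batch block and the genotypes swapped only within batches, the real arrangement was the only one of 4 with as many listed genes at an FDR under 0.05 (4 genes, 0 in the others), and 1 of 4 is the smallest share possible. A difference between the genotypes that does not depend on Dex remains a hypothesis that may explain the higher values, and with this number of arrangements (1 of 10 and 1 of 4) the tests cannot settle whether it is due to the grouping of these 6 mice, nor do they rule out length or scaling.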

How the results depend on the processing

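The choices set before the data were examined are listed in the processing summary, and the others were chosen after seeing the data. Of the values printed for single genes, 43 gene results were checked under 397 alternative values, while the other single-gene values were not part of that check. Of these values, 361 kept their direction and side of the threshold, 31 passed the threshold only under the alternative, 0 lost it and 5 reversed. The reversals were in the KO minus WT difference under LPS + Dex with a library left out, which ran from -0.13 to 0.02 for Tnf and from -0.58 to 0.08 for Ccl2.

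For the WT libraries of mice A and B, LPS-induced genes numbered 139. They numbered 128 to 167 with the replicate block, the filter, median centring, log2(CPM + 1), voom and the length correction. They numbered 270 with all 8 WT libraries, 578 with all 16 libraries in one fit and 232 at an unadjusted p under 0.01. Attenuated genes numbered 76, and 1.3e+02 (rounded) with all 16 libraries, 124 of them in the paper's list. The other alternatives gave 71 to 105, the last at the unadjusted threshold. LPS-induced genes lower with Dex at an FDR under 0.1 numbered 0 (34 at an unadjusted p under 0.05), 9 with all 8 WT libraries, 25 with all 16, 1 with the length correction and 101 with the replicate block over the 12 LPS and LPS + Dex libraries. In that block fit, 171 of the 173 listed genes were lower in the WT and 167 in the KO at an FDR under 0.1, against 42 and 46 without the block. The median LPS change of the listed genes ranged from 1.762 to 2.029 across 4 fits that each left out a library, and their median Dex change from -0.665 to -0.588, against -0.56 with all 6. The cause of these changes was not tested.

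For KO against WT under LPS + Dex, 0 genes passed an FDR of 0.05 with over 1.5-fold. The numbers were 361 at an unadjusted p under 0.05, 48 with the batch block, 11 with all 16 libraries, 1 with median centring and 3 with voom. They ran from 0 to 146 across the 6 fits that each left out a library, the largest without WT mouse B. Listed genes over 1.5-fold higher in the KO numbered 0, but 26 at the unadjusted threshold, 12 with the batch block, 3 with all 16 libraries, 1 with median centring, 1 with voom and from 0 to 7 with a library left out. Dex-insensitive genes over 1.5-fold higher numbered 0, but 5 at the unadjusted threshold, 3 with the batch block and from 0 to 2 with a library left out. With the 422 Dex-insensitive genes of the fit of all 16 libraries the number was 0, and 11 at the unadjusted threshold. Under LPS, listed genes over 1.5-fold higher numbered 0, but 23 at the unadjusted threshold, 4 with the batch block, 3 with all 16 libraries and from 0 to 6 with a library left out. For the untreated libraries, the number of listed genes that differed was 0 (4 at an unadjusted p under 0.05) under each alternative that was run, including the batch block (15 at an unadjusted p under 0.05). The cause of these changes was not tested.

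The Dex response differed between genotypes for 0 genes (6 at an unadjusted p under 0.05). With the replicate block 669 genes did at an unadjusted p under 0.05, 21 of them listed, and at an FDR under 0.05 it differed for 1 gene, Dusp2, which was named after its values were seen, with a log2 difference of -0.47 (standard error 0.05, limma adjusted p = 0.00452). Across the other alternatives the smallest adjusted p over all genes was 1.0. Dusp2 is not among the 201 genes. The median difference in Dex response over the listed genes was 0.016 with and without the replicate block, and ran from -0.024 to 0.036 over the alternatives.

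The alternatives planned for read counts, DESeq2, the edgeR likelihood ratio test, a gene list from that test and another prior count, were not run, because the deposited values are log2 CPM. The planned fit without a filter is the same as the fit reported. The untreated comparison was not run without each library, which would leave 1 library in a group. The depth of the untreated libraries sets the limit for Ifnb1, which is given as a lower bound. With 2 groups of 2 libraries, changes of 2-fold were not recovered in simulated data.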

Differences from the paper's values

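The paper reports 597 genes induced by LPS, and 139 were found here. Of the alternatives set before the data were examined, a single fit of all 16 libraries gave 578 genes, within 1.5 times the paper's number. All 8 WT libraries (270), the replicate block (167) and the unadjusted threshold (232) did not. The paper reports 201 LPS-induced genes attenuated by Dex, and 76 were found here. None of the alternatives set before the data were examined closed the gap, with 80 under the replicate block, 83 at a lower fold threshold, 103 with all 8 WT libraries and 1.3e+02 (rounded) with all 16.

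The paper reports 393 genes that differed between WT and NELF-B KO under LPS + Dex, and 0 were found here at an FDR under 0.05. The unadjusted threshold, set before the data were examined, gave 361 genes. The batch block (48), all 16 libraries (11) and leaving out each library (0 to 146) did not come within 1.5 times. The paper reports 23 Dex-repressed genes higher in the KO, and 0 were found here. The unadjusted threshold gave 26, while the batch block (12), all 16 libraries (3), leaving out each library (0 to 7) and the list of this re-analysis (0) did not come within 1.5 times. The paper reports 9 Dex-insensitive genes higher in the KO, and 0 were found here. None of the alternatives set before the data were examined closed that gap, with 3 under the batch block, 5 at the unadjusted threshold and 0 to 2 with a library left out. Dex-insensitive genes here were the 55 LPS-induced genes outside Supplementary file 1.

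In the authors' deposited table, 576 genes passed an FDR of 0.1 with over 1.5-fold higher expression for LPS in the WT. Of these, 132 were over 1.3-fold lower with Dex. For KO against WT under LPS + Dex, 149 genes in the authors' deposited table passed an FDR of 0.05 with over 1.5-fold, 13 of them Dex-repressed genes that were higher, and 359 passed at an unadjusted p under 0.05. Of 415 Dex-insensitive genes by that table, 4 were higher. For KO against WT under LPS, 119 genes passed, 12 of them Dex-repressed genes that were higher.

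The paper places Cxcl10 among Dex-insensitive genes, while Supplementary file 1 lists it among the Dex-repressed genes, and its log2 change with Dex was -0.82 here. The paper counts the genes of its list as attenuated over 1.3-fold, while 30 of the 201 genes in its Supplementary file 1 were under 1.3-fold, with a smallest fold of 1.24. Cd40 and Trim13 are called LPS-induced in the paper. Their limma adjusted p-values for LPS were 0.182 and 0.121 in the libraries of mice A and B. They were 0.0182 and 0.00799 with all 8 WT libraries, and 0.0823 and 0.161 with the replicate block. In the single fit of all 16 libraries they were 0.00323 and 6.49e-05. Cd40 thus passed an FDR of 0.1 under each of these alternatives, and Trim13 under each but the replicate block. Hilpda is in the paper's list, and its limma adjusted p for LPS was 0.63, 0.197 with all 8 WT libraries and 0.242 with the replicate block, and it passed an FDR of 0.1 only in the single fit of all 16 libraries, with 0.04. The paper states that RNA-seq showed no significant differences between the genotypes in the baseline expression of its listed genes. In the authors' deposited table, 5 of the listed genes passed an FDR of 0.05 in untreated cells.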

Other observations

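Of the tests in this part, those of depth and of abundant genes in the untreated library of WT mouse A were set before their results were seen, and all the others were chosen only after the result was seen.

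The untreated library of WT mouse A stood apart from the other 15 libraries, with r of 0.83 to 0.909 across genes, against 0.924 to 0.993 among the others. Its deviation from the other untreated libraries followed transcript length, with a rank correlation across genes of -0.58, against 0.19, -0.07 and -0.15 for the other untreated libraries measured against a reference without mouse A. That test was redefined after a first version was seen. In the first version the reference contained the library of mouse A itself, the other libraries had rank correlations with length of 0.52, 0.43 and 0.43, and the test did not separate the explanations. With GC content the rank correlation was 0.34, against 0.18, -0.09 and -0.09 (in the first version -0.15, -0.34 and -0.32), which did not settle the question, and for the LPS and LPS + Dex libraries of the same mouse it was -0.34 and -0.07. The LPS and LPS + Dex libraries of the same mouse had rank correlations with length of 0.23 and 0.22, so the pattern was in the untreated library. Over genes above 5 log2 CPM, where counting error is small, its highest r with another untreated library was 0.85, against at least 0.966 among the others, which goes against low depth. Its 10 most abundant genes took 22.2% of reads, against 13.0% to 17.3% in the other untreated libraries, which is under 2 times. A bias by transcript length in the preparation of this library may explain the pattern, and GC content cannot be ruled out. No biological explanation was tested, since no condition in the design separates this library from that of WT mouse B.

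Under LPS + Dex, 26 of the 173 Dex-repressed genes were over 1.5-fold higher in the KO at an unadjusted p under 0.05. That threshold was adopted for the tests that follow after 0 genes had passed an FDR of 0.05. All 26 were higher in the KO in LPS-treated cells as well, with a median log2 difference of 0.89 in LPS + Dex and 0.80 in LPS. Their median difference in Dex response was 0.12, positive in 22 of the 26, and 0 of the 26 had an unadjusted p under 0.05 for it in limma's fit without the mouse. With the replicate block, 9 of the 26 had an unadjusted p under 0.05 in limma's test, 8 of them with less lowering by Dex in the KO. Among them were Ptgs2 (0.34), Il1b (0.29), Phlda1 (0.24) and Hspa1a (0.68), with limma adjusted p-values of 0.138, 0.319, 0.683 and 0.715 over all genes. The smallest adjusted p of the 26 was that of Ptgs2, and over the 26 genes alone 3 passed an FDR of 0.05 in limma's test. The 26 genes were chosen for being higher in LPS + Dex, which favours a positive difference. A weaker response to Dex over the whole list was tested in each mouse. The median Dex change over the 173 genes was -0.52, -0.65 and -0.53 in WT mice A, B and C and -0.55, -0.61 and -0.55 in KO mice A, B and C, a difference of -0.001 (exact permutation test, p = 1.0, two-sided, the smallest possible p being 0.1). That goes against a weaker Dex response over the whole list as the explanation, but not against one at some of the genes. Library size had a KO to WT ratio of 1.02, with overlapping ranges. After the length correction 28 listed genes were higher, but it moved the differences by at most 0.05 on the log2 scale. A first version of this test and of the centring test counted only among the 26 genes, gave 26 of 26 for each, and was replaced after it was seen. After median centring 26 were higher, but centring moved the differences by 0.00 on the log2 scale, so neither length nor scaling was put to a test that could have ruled it out. Of the 10 splits of the 6 libraries, only the real split (1 of 10) gave as many listed genes, with 11 in the next largest. These splits ignore the batches. With the batch block, 12 listed genes were over 1.5-fold higher at an FDR under 0.05 over all genes. When the genotypes were swapped only within batches, the real arrangement was the only one of 4 with as many, with 0 in the others, and 1 of 4 is the smallest share possible. All 26 genes were higher in the KO in each of the 3 batches, which is likely for genes chosen as higher in these same libraries. A difference between the genotypes already present without Dex may explain most of the higher values. With 1 of 10 and 1 of 4 as the smallest shares, the tests cannot settle whether it is due to the division of these mice, nor do they rule out length or scaling.

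The number of all genes that differed under LPS + Dex at an unadjusted p under 0.05 was 361 in the real split (1 of 10 splits with as many), but 341 in the next largest. For the 55 Dex-insensitive genes the number higher was 5 in the real split (1 of 10), and 3 in the next largest. For the Dex response, 6 genes differed between genotypes at an unadjusted p under 0.05, and 2 of the 10 splits of the mice gave as many, the largest 7. With the replicate block, 669 genes did, 21 of them listed. The real split had the most genes (1 of 10, with 622 in the next largest), but 5 of the 10 splits gave as many listed genes, up to 34. At an FDR under 0.05 with the block the real split gave 1 gene and the others 0.

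The paper measured the Dex response of 6 genes in WT and KO BMDM by RT-qPCR (Figure 3C), and the RNA-seq values of the same genes are given here. The log2 Dex change in the WT and the KO was -1.02 ± 0.23 and -1.18 ± 0.20 for Tnf, -0.46 ± 0.11 and -0.53 ± 0.10 for Myc, -0.64 ± 0.08 and -0.52 ± 0.17 for Errfi1, and -0.85 ± 0.17 and -0.87 ± 0.20 for Ccl2 (SD, n = 3 mice). It was -1.97 ± 0.10 and -1.68 ± 0.14 for Il1b, and -1.68 ± 0.33 and -1.42 ± 0.16 for Lif (SD, n = 3 mice). Exact permutation tests between 3 WT and 3 KO mice gave p = 0.1 for Il1b and p = 0.3 to 0.9 for the others, and 0.1 is the smallest p that 3 against 3 allow. Tnf was measured after 30 min in the paper's RT-qPCR and after 1 hr here. Of the GR-activated genes, Tsc22d3 rose by 3.80 and 3.82 and Dusp1 by 0.93 and 0.89 in the WT and the KO.

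Nelfb was 4.21 to 4.38 log2 CPM in the 3 libraries of KO mouse B and 3.27 to 3.53 in the libraries of KO mice A and C, against 5.59 to 6.21 in the WT. Without the LPS + Dex library of KO mouse B, 2 genes differed between the genotypes at an FDR under 0.05, against 0 with it.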
